# Sequence and tissue targeting specificity of ZFP36L2 reveals *Elavl2* as a novel target with co-regulation potential

**DOI:** 10.1093/nar/gkac209

**Published:** 2022-04-05

**Authors:** Ian C Redmon, Matthew Ardizzone, Hilal Hekimoğlu, Breanne M Hatfield, Justin M Waldern, Abhishek Dey, Stephanie A Montgomery, Alain Laederach, Silvia B V Ramos

## Abstract

Zinc finger protein 36 like 2 (ZFP36L2) is an RNA-binding protein that destabilizes transcripts containing adenine-uridine rich elements (AREs). The overlap between ZFP36L2 targets in different tissues is minimal, suggesting that ZFP36L2-targeting is highly tissue specific. We developed a novel *Zfp36l2*-lacking mouse model (L2-fKO) to identify factors governing this tissue specificity. We found 549 upregulated genes in the L2-fKO spleen by RNA-seq. These upregulated genes were enriched in ARE motifs in the 3′UTRs, which suggests that they are ZFP36L2 targets, however the precise sequence requirement for targeting was not evident from motif analysis alone. We therefore used gel-shift mobility assays on 12 novel putative targets and established that ZFP36L2 requires a 7-mer (UAUUUAU) motif to bind. We observed a statistically significant enrichment of 7-mer ARE motifs in upregulated genes and determined that ZFP36L2 targets are enriched for multiple 7-mer motifs. *Elavl2* mRNA, which has three 7-mer (UAUUUAU) motifs, was also upregulated in L2-fKO spleens. Overexpression of ZFP36L2, but not a ZFP36L2(C176S) mutant, reduced *Elavl2* mRNA expression, suggesting a direct negative effect. Additionally, a reporter assay demonstrated that the ZFP36L2 effect on *Elavl2* decay is dependent on the *Elavl2-*3′UTR and requires the 7-mer AREs. Our data indicate that *Elavl2* mRNA is a novel target of ZFP36L2, specific to the spleen. Likely, ZFP36L2 combined with other RNA binding proteins, such as ELAVL2, governs tissue specificity.

## INTRODUCTION

RNA-binding proteins (RBPs) affect the fate of their target transcripts by modulating distinct aspects of mRNA metabolism, such as splicing, editing, localization, and stability. In addition, RBPs function as translation gatekeepers to control the final amount of protein produced at specific times and locations in cells. These properties of RBPs establish the cell biology of a tissue and, in turn, the physiology of an organism. These functional characteristics of RBPs grant them the deserved classification of ‘key regulators’ of gene expression. The human genome encodes about 424 known and predicted RBPs (1); however, only a small fraction of RBPs have been functionally validated and characterized (2–4).

A prominent class of RNA-binding proteins is the adenine-uridine-rich element (ARE) RBPs (5–7). Members of this class of RBPs either stabilize or destabilize their target transcripts. The final stability of a particular transcript can be modulated by multiple RBPs competing to bind in a simultaneous or in a mutually exclusive manner to that same transcript. A major challenge is to explain the specificity of ARE-RBP targeting and how the functions of these proteins are determined. AREs encompass many distinct nucleotide sequences rich in adenines and uridines; AREs are usually found in the 3′UTRs of mRNAs that have relatively short half-lives (8,9). The AUUUA pentamer is considered the minimum core motif. AREs are divided into several classes (10,11) based on the numbers of pentamers and their context. Intriguingly, the same ARE motif in different sequence contexts can have different effects on the final mRNA binding and/or stability (12,13).

In this study, we focus on the physiological role of ZFP36L2, Zinc finger protein like 2, also referred to as TIS11D (14), ERF2 (15), and BRF2 (16). ZFP36L2 is a member of the group ARE-binding proteins referred to as either the tris-tetraprolin (TTP) family (17) or the zinc finger protein 36 (ZFP36) family. ZFP36 proteins interact directly with transcripts that contain AREs, whereupon they recruit mRNA decay factors such as the exosome, the decapping enzyme (18), and the CCR4 deadenylase (18,19), thereby accelerating mRNA degradation. The first genetic study of the *Zfp36l2* gene in mice resulted in a surprising phenotype of ovarian female infertility due to arrest of the early embryo development at the two-cell stage (20). However, in this original mouse model the disruption of the first exon still resulted in the expression of a truncated protein, ΔN-ZFP36L2, lacking 19 amino acids at the amino-terminal end, which was also expressed at lower levels. The persistence of a truncated protein containing the functional domain, the tandem zinc finger (21), kept us from directly investigating potential mRNA targets, other than the finding of *Lhr* mRNA as a ZFP36L2 target due to its role in ovulation and oocyte maturation (22). Once a conventional knockout was created, a later developmental problem was also observed, as homozygous pups lacking any ZFP36L2 expression did not survive past the second week of life (23), likely due to severe anemia and pancytopenia. Because these animals did not survive past sexual maturation, an evaluation of the female reproductive function was not feasible. Meanwhile, we observed that oocytes exhibit 8-fold higher expression of *Zfp36l2* mRNA than macrophages (21). Recently, the female infertility phenotype was confirmed using an elegant mouse model in which *Zfp36l2* was specifically removed from the oocytes (24). Additionally, ZFP36L2 knockdown in erythrocyte lineages revealed the requirement of this protein for self-renewal and subsequent differentiation into erythroid cells (25).

Most studies of ARE specificity of the ZFP36 family have examined only the prototypical family member, ZFP36. Thus, little is known about the specificity of the other family members. Interestingly, several mRNAs whose expression was regulated by ZFP36L2 were identified in a knockdown model with erythrocyte lineage cells (25) or an oocyte knockout model of ZFP36L2 (24). In the erythrocyte knockdown model, ∼72% of 5278 potential ZFP36L2-mRNA targets contain the AUUUA motif (25). In the oocyte knockout model, 1418 mRNAs were expressed at higher levels compared with wild type oocytes. Curiously, many mRNAs that encode transcription factors appeared in both data sets, although there was only minimal overlap of the overall potential transcripts regulated by ZFP36L2 in these two sets. This observation led us to the hypothesis that ZFP36L2 targeting occurs in a tissue specific manner.

To determine if this apparent tissue selectivity of ZFP36L2 is present in other tissues, we analyzed potential mRNA targets of ZFP36L2 in the spleen, using our novel CMV-*Cre* conditional knockout of *Zfp36l2*, referred to as L2-fKO mouse model. This L2-fKO model was created by crossing a CMV-*Cre* mouse line with a *Zfp36l2*^fl/fl^ mouse line. We chose to analyze the lack of ZFP36L2 in the spleen for two reasons. First, *Zfp36l2* is expressed in the spleen at moderate to high levels based on our previous findings in mice (20,21) and in the human Gene Tissue Expression atlas (Figure 1A). Second, because the expected phenotype of our L2-fKO includes anemia and pancytopenia, and under this pathological condition, the spleen is capable of extramedullary hematopoiesis. Thus, we suspected that the spleen would harbor ZFP36L2-target transcripts of physiological relevance. In addition, this analysis allows us to determine mRNA features, common or unique, that may be responsible for ZFP36L2 tissue specificity. We hypothesized that, in the absence of ZFP36L2, the abundance of some of its target mRNAs would be elevated. Thus, we performed an RNA-seq transcriptome analysis with wild type and L2-fKO spleen samples. The analysis of our differential gene expression in the spleen further confirmed that ZFP36L2 targeting is highly tissue specific. In addition, we validate *Elavl2* as a novel mRNA target of ZFP36L2.

**Figure 1.**
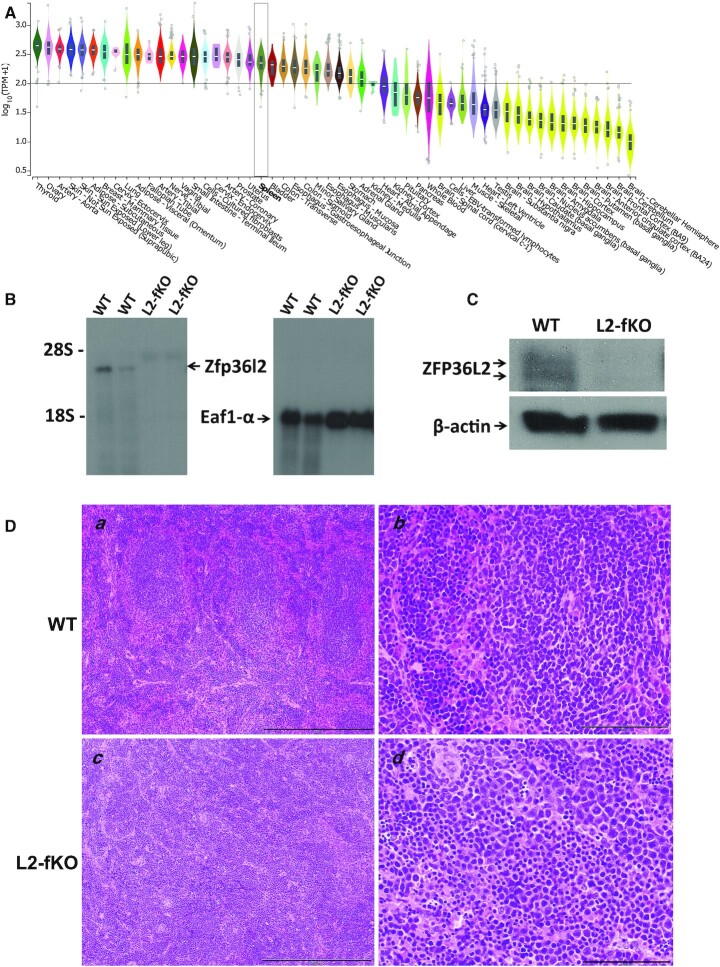
Tissue expression and visualization of *Zfp36l2* knockout in the spleen. (**A**) Tissue expression in transcripts per million (TPM) on a log scale for *Zfp36l2* mRNA from 17 382 samples sequenced by the GTEx RNA-seq consortia. Median *Zfp36l2* expression is indicated with a horizontal line and the expression in the spleen is boxed. (**B**) Total RNA was isolated from wild-type and L2-fKO mouse spleens. Five micrograms of each sample was used in Northern blots, probed with *Zfp36l2* and *Eaf1-α*^32^P labeled probes, to confirm lack of *Zfp36l2* mRNA in L2-fKO samples. The *upper band* on the left panel corresponds to *Zfp36l2* and *lower band* on the right panel to the *Eaf1-α* loading control (*arrows*). (**C**) Immunoblot analysis of spleen protein extracts from wild-type and L2-fKO mice. Twenty-five micrograms of protein was loaded per lane and probed with C2-Zfp36l2-AS rabbit polyclonal Ab (1:10 000) and mouse monoclonal }{}$\beta$-actin-Ab (1:10,000) to confirm absence of ZFP36L2 protein in L2-fKO samples. (**D**) Representative histological samples of wild-type and L2-fKO spleens (13 and 14 days old, respectively) stained for hematoxylin-eosin (H&E) and microphotographed at 100× (***a***, ***c***) and 400× magnification (***b***, ***d***). The black line at the bottom-right of all figures corresponds to 100 mm.

## MATERIALS AND METHODS

### Mouse model

Conditional *Zfp36l2* knockout mice carrying the loxP sites flanking exon 2 of *Zfp36l2* (*Zfp36l2*^fl/+^) were generated by Xenogen Biosciences (Cranbury, NJ) using standard embryonic stem (ES) cell targeting techniques. Mice with both *Zfp36l2* alleles containing loxP sites were kindly provided by Dr. Blackshear by MTA and are referred to as *Zfp36l2*^fl/fl^ (24). B6.CTg(CMV-Cre)1Cgn/J (stock#006054) mice were purchased from Jackson Laboratory. Deletion of *Zfp36l2* by conditional knockout was obtained by crossing the CMV-Cre transgenic females with the *Zfp36l2* floxed males (*Zfp36l2*^fl/fl^) to generate *Zfp36l2*^fl/–^;CMV-Cre in the first generation (F1). When *Zfp36l2*^fl/–^;CMV-Cre (F1) females were mated with *Zfp36l2*^fl/–^;CMV-Cre (F1) males, animals of both sex with the recombined *Zfp36l2* alleles were generated in the second generation (*Zfp36l2*^–/–^;CMV-Cre). These animals are referred to as L2-fKO. Animals with both wild-type copies of *Zfp36l2* and the Tg.CMV-Cre were used as wild-type littermate controls for experiments (Supplementary Figure S1). Animals were housed in the Dental School vivarium of the UNC School of Medicine, Chapel Hill, in agreement with protocols approved by the Institutional Animal Care and Use Committee of the University of North Carolina (IACUC ID#21–048). Mice were genotyped by PCR. For the *Zfp36l2^flox,+ or-^* the following primers were used: F1: 5′ AGATACCAAACACTTAGGTCTCAGATGAG F2: 5′ CGACCA TTACAGGACCCAGAAA 3′ R: 5′ ACCACCACAAAGGAGGCTGAGA 3′. For the presence of the Tg.CMV-Cre, we used as primers: F: 5′ TGGGCCAGCTAAACATGCTT 3′ and R: 5′ GGTGTTATAAGCAATCCCCAGA 3′.

### Northern blot analysis

Dissected mouse tissues were freshly processed with the RNeasy kit (Qiagen) to extract total cellular RNA, according to the directions of the manufacturer. RNA samples (5–20 μg) were separated by electrophoresis in 1.2% agarose/formaldehyde gels and used for Northern blotting (22). The nylon membranes were hybridized with ^32^P-labeled *Zfp36l2* and *Eaf1-α* probes.

### Reverse transcriptase (RT) and real time RT-qPCR

Total cellular RNA was freshly extracted from mouse dissected tissues using RNeasy kit (Qiagen) and quantified using a NanoDrop instrument (Thermo Fisher). Three micrograms of total RNA samples were treated with DNase (TurboDNA-free kit, Invitrogen) for a total of 60 min. After that period, the total RNA was re-measured and 500 ng of RNA/DNase treated was used as template to synthesize cDNA with the High-Capacity cDNA archive kit (Applied Biosystems) according to manufacturer's instructions. The expression levels of each gene were normalized to the levels of GAPDH and expressed in relative abundance. To quantify *ZFP36*, *Zfp36l1*, *Zfp36l2*, *Apol11b*, *Fgf23*, *Mpl*, *Ikzf2* and *Irf8* genes, 5 ng of cDNA was combined with predesigned primer/probe sets and TaqMan Universal PCR Master Mix (Applied Biosystems) in a 10 μl final volume. To quantify the *Elavl2* gene, 10 ng of cDNA was used instead of 5 ng. For the GAPDH, 0.5 ng of cDNA was used. All reactions were performed in triplicate in 96-well plates. The differences in concentrations between samples was based on normalization with a single reference gene, using the ΔΔC_q_ method. The qPCR cycles were preceded by a ‘hold stage’ of 50°C for 2 min and 95°C for 10 min, followed by 40 cycles of: 95°C for 15 sec and 60°C for 1 min. Real-time assays were performed on an Applied Biosystems QuantStudio 6. Primers and probes for detection and quantification were obtained from Applied Biosystems; primer/probe sets conjugated to FAM-MGB used were: Mm00457144_m1, Mm01304623, Mm00492049_s1, Mm03992571_s1, Mm00445621_m1, Mm00440310_m1, Mm00496108_m1, Mm00492567_m1, Mm00516015_m1, Mm99999915_g1, Hs00270011_m1 and Hs02758991_g1.

### Cell culture, transfections and protein extracts

U2-OS cells (American Type Culture Collection) were cultured in McCoy medium with 10% fetal bovine serum, penicillin (100 units/ml), and streptomycin (100 μg/ml). HEK 293 cells (American Type Culture Collection) were maintained in minimum essential medium supplemented with 10% fetal bovine serum, penicillin (100 units/ml), and streptomycin (100 μg/ml). Transient transfection of 2 × 10^6^ cells seeded in 100 mm plate with different *Zfp36l2* plasmids (12,22) was performed using Lipofectamine 2000 (Life Technologies) according to the manufacturer's protocol (22). The transfection mixture was incubated with the cells for 20 h and then replaced with medium for a further 24-h incubation, after which the cells were lysed for RNA or protein extraction.

### RNA Electrophoretic mobility assay

Wild type ZFP36L2 (WT-L2) or ZFP36L2-Mut (L2-C175S), or empty vector plasmids were transiently transfected into HEK 293T cells. Then, protein extracts were prepared as described (12). The protein extracts were incubated for 15 min at room temperature with 0.2 × 10^5^ cpm of ^32^P-labeled RNA probe in a final volume of 20 μl containing 10 mM HEPES (pH 7.6), 40 mM KCl, 3 mM MgCl_2_, 0.5 μg/μl heparin, and 1.2 μg yeast tRNA, as described (12). The resultant reaction mixtures were applied to 6% nondenaturing acrylamide (37.5:1) gels and subjected to electrophoresis at 150 V for 15 min followed by electrophoresis at 200 V for 90 min in 0.4× Tris–borate/EDTA running buffer. The gels were dried, exposed to film (Carestream BIOMAX MR Film), and developed after 12–20 h of exposure.

### Preparation of RNA probes for RNA electrophoretic mobility assay

The RNA probes were synthesized with the Riboprobe System-T7 (Promega) using DNA primer sequences immediately downstream from a T7 promoter, as previously described (26). The RNA probes were body-labeled during the transcription process, which was performed in the presence of [α-32P] UTP (3000 Ci/mmol; PerkinElmer). The probes were designed to be around 30 nucleotides considering the location of the ARE motif, except for the *Tnf*-α probe, which was 58 nucleotides long. The synthesized RNA probes were separated from the free nucleotides using Sephadex G50 columns (GE Healthcare Life Sciences) and subsequently electrophoresed on a 16% polyacrylamide urea gel. The probes were purified from excised gel fragments after detection by autoradiography, as previously described (12). The amount of RNA probe used in each lane of the EMSA was calculated to be ∼10 femtomoles. The sequence of the RNA probes used are listed below. Note that the three *Ikzf2* probes were previously used in (27) and the last two probes, *Gm-csf* and *Tnf-α* were used as a positive control:

*Ikzf2* ARE1: 5′UUUACUAGGGCUAUUUAUUCCACUAUUU
*Ikzf2* ARE2: 5′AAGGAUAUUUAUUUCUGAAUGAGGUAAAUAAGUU
*Ikzf2* ARE3: 5′UUAUUCAUAUUUAUAUGUAGUGUGUUCU
*Mpl*: 5′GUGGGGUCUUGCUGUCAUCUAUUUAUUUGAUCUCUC
*Mpl* mut: 5′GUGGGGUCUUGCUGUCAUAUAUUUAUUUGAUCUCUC
*Irf8*: 5′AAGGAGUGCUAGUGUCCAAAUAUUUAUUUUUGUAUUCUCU
*Nfix*: 5′UGGGCUUUAUUUAUUGAGAAUCUAGUU
*Elavl2* ARE1: 5′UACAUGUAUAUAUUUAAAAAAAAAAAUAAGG
*Elavl2* ARE2: 5′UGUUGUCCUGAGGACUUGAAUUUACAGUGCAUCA
*Elavl2* ARE3: 5′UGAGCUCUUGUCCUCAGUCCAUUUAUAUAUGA
*Elavl2* ARE4: 5′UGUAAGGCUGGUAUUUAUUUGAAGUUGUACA
*Elavl2* ARE5: 5′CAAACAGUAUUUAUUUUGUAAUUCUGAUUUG
*Elavl2* ARE6: 5′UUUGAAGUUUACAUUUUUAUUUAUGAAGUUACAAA
*Apol11b*: 5′AAUGUCAGAAAUAUUUAUUUUCUUGAAGA
*Fgf23*: 5′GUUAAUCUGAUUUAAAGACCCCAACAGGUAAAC
*Gm-csf*: 5′UUUAUUUAUUUAUUUAAGUUCAUAUUCCAU
*Tnf*-alpha: 5′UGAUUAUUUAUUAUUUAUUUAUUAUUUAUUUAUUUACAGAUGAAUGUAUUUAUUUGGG

### Construction of nanoluciferase *Elavl2* 3′UTR reporter system

The full length 3′UTR sequence of *Elavl2* including the endogenous poly(A) site corresponding to 2529 bp of NM_001374696.1 was gene synthesized (Genewiz) and is referred as WT-3′UTR *Elavl2*. Using NEB Q5 Site directed mutagenesis kit and the gene synthesized as a template, the three 7-mer AREs from *Elavl2* 3′UTR were deleted to create ΔARE 3′UTR *Elavl2* (2508 nt long). The WT-3′UTR *Elavl2* and the ΔARE 3′UTR *Elavl2* sequences, which differ in size by 21 nt were cloned into pNL3.2.CMV (Promega) using XhoI and NheI restriction sites located downstream of the PEST domain. The pNLD3.2.CMV vector expresses nanoluciferase in frame with a PEST domain that prevents protein accumulation ensuring a short half-life of nanoluciferase. All constructs were verified by Sanger sequencing and restriction digest.

### Luciferase experiments

HEK 293 cells were plated in a six-well plate (∼100 000 cells/ml) and transfected the next day. When double transfections were performed, 550 ng of DNA was transfected: 500 ng of control firefly luciferase (pGL4.5 vector) and 50 ng of nanoluciferase constructs (pNL3.2.CMV vector) were used with standard quantities of Lipofectamine 2000 in serum-free Optimem (Fisher). When triple transfections were performed, 500 ng of control firefly luciferase (pGL4.5 vector), 50 ng of nanoluciferase constructs (pNL3.2.CMV vector) and 5 ng of ZFP36L2 or ZFP36L2-C176S mutant, totaling 555 ng of DNA was transfected. After 24 hours, protein extracts were prepared to measure luminescence using the Nano-Glo Dual-Luciferase Reporter Assay System (Promega). Each sample had its luminescence measured in triplicate on the CLARIOstar (BMG Labtech) plate reader. Three biological replicates from separate days were combined for analysis.

### RNA sequencing and data analysis

An Illumina HiSeq by Genewiz (https://www.genewiz.com/) produced 461 851 481 reads. On average, 50–60 million reads per sample (4 wild type and 4 L2-fKO) were trimmed by Trimmomatic v.0.36 to remove possible adapter sequences and nucleotides with poor quality sequence. In all cases, over 97.5% of the trimmed reads were mapped with STAR aligner v.2.5.2b (28) to the *Mus musculus* ENSEMBL GRCm38 reference genome. STAR aligner is a splice aligner that detects splice junctions and incorporates them to aid aligning the entire read sequences. Unique gene hit counts were calculated by featureCounts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted in a strand-specific manner because the library was strand-specific.

After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, we performed a comparison of gene expression between the wild-type and L2-fKO samples (29). The Wald test was used to generate *P*-values and log2 fold changes. Genes with an adjusted *P*-value <0.05 and absolute log_2_ fold change >1 were called as differentially expressed genes for each comparison.

We obtained 3′UTR sequences for all genes detected with at least 10 reads in the wild-type and L2-fKO samples, and the longest sequence was used for subsequent motif analysis. The ARE*score* program (30) was used to compute the AREscores for all these 3′UTRs and then analyzed for the upregulated, downregulated and unchanged categories (30). Seven-mer ARE and GAAA motifs were counted using custom Matlab (https://www.mathworks.com) scripts. Kolmogorov–Smirnov tests, Venn overlap analysis, and graphs were performed using both R-project for statistical computing (https://www.r-project.org) and Prism (https://www.graphpad.com/scientific-software/prism/).

## RESULTS

### Tissue expression of *Zfp36l2* mRNA in humans and mice

We assessed *Zfp36l2* expression in different tissues by visualizing median levels of the *Zfp36l2* mRNA in samples from individuals sequenced by the Gene Tissue Expression (GTEx) atlas (31). We identified 30 tissues in which the median expression was above 100 transcripts per million (TPM); thus, the *Zfp36l2* gene is highly expressed in most tissues (Figure 1A). The tissue of interest for this study was the spleen, which had a median *Zfp36l2* mRNA expression of 249 TPM, a moderately high expression. In mice, we also found that *Zfp36l2* mRNA was highly expressed in the spleen (20,21).

To determine the effect of the absence of ZFP36L2 in the splenic transcriptome, we created a CMV-*Cre* conditional knockout mouse model (L2-fKO) of *Zfp36l2*. We crossed a CMV-*Cre* mouse with another mouse line, *Zfp36l2*^fl/fl^ in which the *Zfp36l2* gene was flanked by *lox-P* sequences. In the CMV-*Cre* mouse, the *Cre* gene is under the transcriptional control of a strong promoter, the human cytomegalovirus minimal promoter (CMV), which is active during early embryogenesis and leads to Cre enzyme expression in all tissues, including germ cells. By crossing these two mouse lines, we achieved 100% recombination of the *Zfp36l2* gene flanked by *lox-P* sequences and deletion of *Zfp36l2* gene in all tissues of the L2-fKO mouse. The deletion of *Zfp36l2* was confirmed by PCR assays of multiple tissues such as the liver, spleen, thymus, ovary, and kidney (not shown).

We used Northern blotting to confirm the absence of *Zfp36l2* mRNA in the L2-fKO spleen (Figure 1B, left panel); we probed for the *Eaf1-*}{}$\alpha$ gene as a loading control (Figure 1B, right panel). We verified the absence of the ZFP36L2 protein in L2-fKO spleen by immunoblotting, with }{}$\beta$-actin as a control (Figure 1C). Northern blot analysis (Figure 1B) confirms that *Zfp36l2* mRNA is expressed as a single transcript isoform, whereas two bands are observed in the Western blot (Figure 1C). This is consistent with previous studies (22,32) showing a similar migration pattern corresponding to a highly phosphorylated protein; thus, the two bands likely correspond to different phosphorylation states. All L2-fKO pups died before the second week of life; however, one L2-fKO female survived 14 days. Our model resulted in a similar phenotype as the previously reported conventional KO mice (23). As in this previous KO model, we observed anemia and pancytopenia (Supplementary Figure S2). Extramedullary hematopoiesis (hematopoiesis in organs outside of the bone marrow) is a compensatory mechanism to overcome the inefficiency of the bone marrow in producing red blood cells and white blood cells. This physiological compensatory mechanism is usually triggered during fetal development in the liver and in the spleen. In the conventional KO model, Stumpo *et al.* studied the fetal liver, which is normally a site of extramedullary hematopoiesis during fetal development (23). After birth, only the bone marrow is expected to remain the major site of hematopoiesis; however, extramedullary hematopoiesis can occur under pathological conditions. The severe pancytopenia in conjunction with a developmental problem are a compound reason for pathological extramedullary hematopoiesis. Thus, we asked whether the spleen would harbor compensatory hematopoiesis after birth in the L2-fKO animals. We performed a histological analysis of spleen sections stained with hematoxylin-eosin (H&E) as shown in Figure 1D panels *a* to *d*. Wild-type spleen displayed the expected white pulp and red pulp organization (*a*), with lymphoid follicles and surrounding mantle/marginal zones. However, the L2-fKO spleen contained large nodules of disorganized white pulp (*c*). Higher magnification revealed that these ‘*mega*’ nodules were composed of a population of pleomorphic mononuclear cells, characterized by large and small sized cells (*d*). All L2-fKO pups from which we collected tissues (*n* = 32), from day 5 to day 10, presented these macroscopic splenic pathognomonic abnormalities (Supplementary Figure S3).

### Differential gene expression profile of wild type and L2-fKO spleen

Because the three ZFP36 family member proteins bind *in vitro* to the same ARE class II probe (22,33), we were curious to learn whether, in the absence of *Zfp36l2*, the other two family members would increase to compensate for the absence of *Zfp36l2*. Thus, we used RT-qPCR to measure the amount of mRNA of *Ttp (Zfp36*), *Zfp36l1*, and *Zfp36l2* in the spleen of L2-fKO mice (Figure 2A). Both *Zfp36* and *Zfp36l1* expression levels were similar in wild type and L2-fKO samples, which suggests an absence of a compensatory mechanism from the other family members. As such, our L2-fKO model is likely a good system to identify novel ZFP36L2-targets.

**Figure 2.**
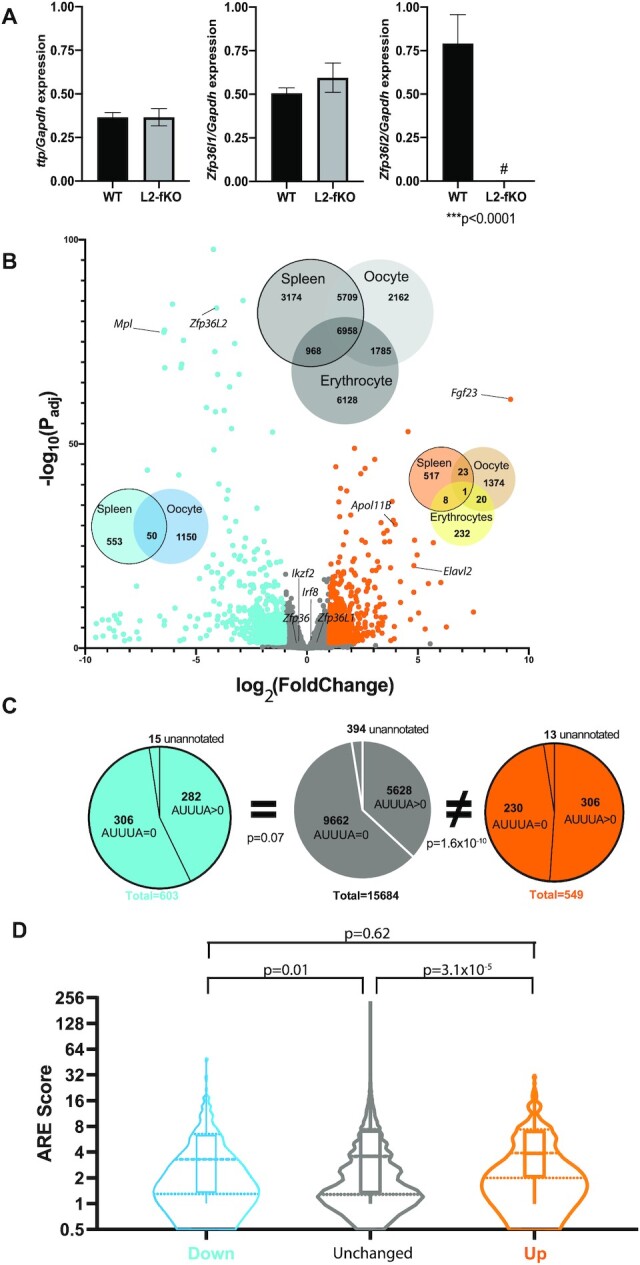
Molecular characterization of gene expression in the L2-fKO spleen. (**A**) Expression levels of *Zfp36* family members were normalized to *Gapdh* and expressed in relative abundance. *Zpf36l2* was barely detectable in the L2-fKO spleen samples (right panel). The mRNA levels of the other family members, *Zfp36* (left panel) and *Zfp36l1* (central panel) were not significantly different between wild type (*n* = 11) and L2-fKO (*n* = 12) samples (values are mean ± SEM; *P* values were calculated using Student's *t*-test). (**B**) Volcano plot of differential gene expression of wild type (*n* = 4) versus *Zfp36l2* (*n* = 4) knockout spleens, with cut off |log_2_FC > 1| and adjusted *P*-value <0.05. The 549 upregulated genes are in orange, and the 603 downregulated genes are blue. The remaining 15 684 genes that were not differentially expressed genes are plotted in gray. RT-qPCR validation was performed for the genes specified in the volcano plot (Supplementary Figure S4). The gray Venn diagram illustrates all genes expressed in spleen, erythrocytes lineage, and oocytes detectable by RNA-seq, microarray and scRNA-seq, respectively. Venn diagrams in blue and orange represent genes differentially down- and upregulated, respectively, in all three tissues. (**C**) Occurrence of 5-mer (AUUUA) AREs in the 3′UTR of genes detected in the spleen. Left, middle and right pie chart corresponds to downregulated (cyan), unchanged (gray) and upregulated (orange) genes in spleen samples, respectively. The number of genes lacking (AUUUA = 0) or containing one or more 5-mer (AUUUA > 0) are represented in each respective pie chart. *P* values were calculated using a Kolmogorov–Smirnov test. (**D**) Violin plots of ARE*Score* algorithm in down- (blue), unchanged (gray), and upregulated genes (orange). The rectangle in the center of the plots represents median and 25 and 75 percentiles for each plot. *P* values were calculated using a Kolmogorov–Smirnov test.

Based on the well-established role of ZFP36L2 in ARE-mediated mRNA degradation, it is reasonable to hypothesize that some ZFP36L2-target mRNAs would increase in abundance in the absence of ZFP36L2. 

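Poly(A) RNA from the spleens of 4 wild-type and 4 L2-fKO mice was sequenced, with 1 library per animal. By the labels, 2 of the wild-type animals were female and 2 were male, and 1 of the L2-fKO animals was female and 3 were male. The authors trimmed the reads with Trimmomatic 0.36, mapped them with STAR 2.5.2b to the mouse genome GRCm38 and counted unique reads in exons, by strand, with featureCounts of Subread 1.5.2. The deposited values are whole-number counts per gene without normalization. The paper also gives the number of reads sequenced, which is higher than the number counted on genes. The counts on genes summed to 345329852 over the 8 libraries, and the values given here use these counts. They ranged from 41944898 to 44800262 per wild-type library, with a median of 43952019, and from 39138010 to 45167464 per L2-fKO library, with a median of 43187590. The counts were normalized here by edgeR's TMM method and tested with edgeR's quasi-likelihood test, L2-fKO against wild type, over the 16911 genes with at least 10 counts in at least 4 of the 8 libraries. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the limits of the paper. The choices that could change the numbers are the test (the authors used DESeq2), the filter on low counts, the sex of the animals and their pairing. The paper names 4 age-matched pairs. Neither sex nor pairing was in the model. Motifs were counted in the longest 3′UTR that GENCODE mouse release 21, an annotation of the same genome build, gives for a gene, and genes without an annotated 3′UTR were left out of the motif comparisons.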

To identify mRNAs dysregulated due to the *Zfp36l2* conditional deletion, we prepared a poly(A) library from total RNA from wild-type and L2-fKO spleens from four age-matched pairs of animals. The libraries were subjected to RNA-seq analysis. 

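Of the 16911 genes tested in the spleen, 490 were called upregulated and 526 downregulated in L2-fKO against wild type (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p below 0.05 and absolute log2 fold change above 1). Without the limit on the fold change, 2267 genes had an adjusted p below 0.05. The DESeq2 Wald test, the test of the paper, called 548 genes upregulated and 596 downregulated on the same genes, and 484 and 519 of these were also called by edgeR. The authors' deposited table holds 549 upregulated and 603 downregulated genes at these limits, among 16836 genes, and 476 and 508 of them were called by edgeR here. The fit of the male libraries only, 2 wild type and 3 L2-fKO, called 731 genes upregulated and 524 downregulated, the fit without L2-fKO spleen 4 called 479 and 711, and a stricter filter on low counts 385 and 351. With sex as a covariate, 481 and 491 genes were called. With the replicate numbers of the labels as a block, 411 and 389 genes were called. The labels do not say whether these numbers are the age-matched pairs of the paper. Among genes whose libraries did not overlap between the groups and whose mean normalized count was at least 100 in the higher group, the largest increases were in *Fgf23*, *A2m* (log2 fold change 5.66), *Apol10a* (5.40), *C2cd4a* (4.95) and *Gm11639* (4.82). Large decreases were in *Serpina3b* (-7.46), *Kcnj5* (-7.12), *Gp6* (-6.41) and *Treml1* (-6.39). All of these genes were called under each alternative in which they were tested.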

Using the criteria of |log_2_FC|>1 and an adjusted *P*-value <0.05, we found 549 upregulated (Figure 2B, orange circle and dots) and 603 downregulated mRNAs (Figure 2B, cyan circle and dots) in ZFP36L2-lacking cells relative to wild type. We also detected 15 684 expressed genes whose expression was not significantly different between wild-type and L2-fKO spleens (hereafter referred to as unchanged; Figure 2B, spleen gray circle and dots). 

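By the same limits, 15895 of the 16911 genes tested here with edgeR were not called. This class is defined by failing either limit, so it also holds genes with an adjusted p below 0.05 and a fold change within the limit. Over all genes tested, 4910 had an unadjusted p below 0.05. The size of the class follows the filter on low counts, from 14397 genes when a gene needed at least 10 counts in all 8 libraries, to 33721 genes when every gene with at least 1 count was tested.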

We then performed RT-qPCR validation of selected mRNAs from each category. 

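Counts of 3 upregulated genes in the spleen libraries are given here, with n = 4 animals per genotype. *Apol11b*, on chromosome 15 of GRCm38 from 77633946 to 77643286, had a normalized count of 3470.0 ± 1396 (SD, n = 4) in wild type and 54630.0 ± 21250.0 (SD, n = 4) in L2-fKO. Its log2 fold change was 3.98 (standard error 0.37, adjusted p = 2.03e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wild-type spleen 1 was the highest wild-type library for this gene at 5557. *Elavl2*, on chromosome 4 from 91250763 to 91400785, rose from 2.99 ± 2.76 (SD, n = 4) to 83.5 ± 31.9 (SD, n = 4). *Fgf23*, on chromosome 6 from 127072902 to 127081408, rose from 3.23 ± 2.77 (SD, n = 4) to 1850.0 ± 896 (SD, n = 4). The wild-type counts behind these means are low, with 0 to 6 reads per library for *Fgf23*. For each of these genes every L2-fKO library was above every wild-type library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 animals against 4 allow). With each library left out in turn, the log2 fold change of *Apol11b* stayed between 3.73 and 4.30.

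**Figure D1:**
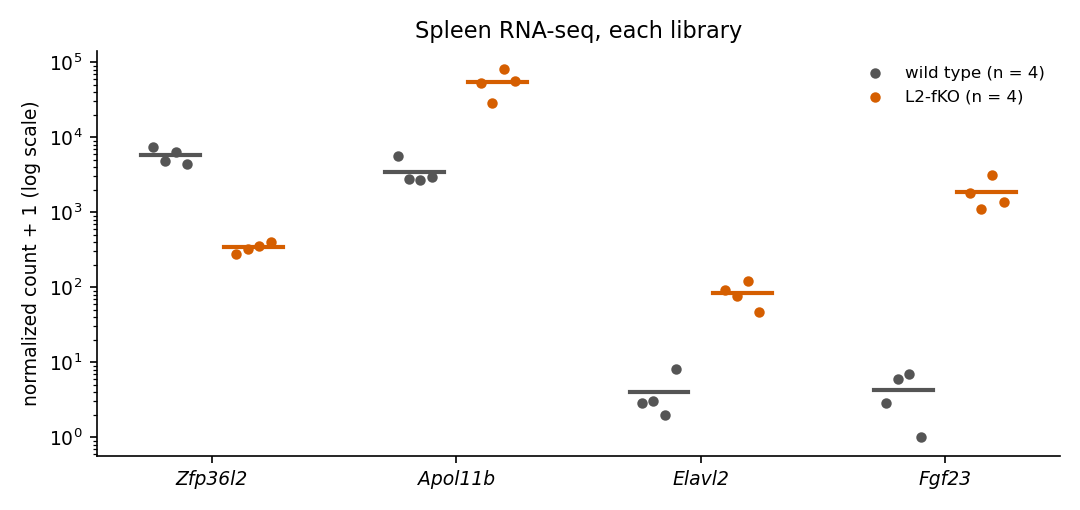
Normalized count plus 1, on a log axis, in each spleen library, for a gene that fell (*Zfp36l2*) and genes that rose (*Apol11b*, *Elavl2*, *Fgf23*) in L2-fKO. Points are libraries, 4 wild type and 4 L2-fKO, and bars are group means. For each gene all L2-fKO libraries lie on one side of all wild-type libraries.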

Three genes, *Apol11b*, *Elavl2* and *Fgf23*, which were found to be upregulated by RNA-seq analysis, were also found to be significantly increased in the RT-qPCR analysis (Supplementary Figure S4). 

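*Zfp36l2*, the deleted gene, lies on chromosome 17 of GRCm38 from 84183931 to 84187947 and was lower in each L2-fKO spleen than in each wild-type spleen. Its normalized count was 5739 ± 1419 (SD, n = 4) in wild type, with a range of 4362 to 7394, and 339 ± 52.9 (SD, n = 4) in L2-fKO, with a range of 278 to 405. The L2-fKO mean was 5.91% of the wild-type mean. The log2 fold change was -4.08 (standard error 0.21, adjusted p = 8.84e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -4.19 and -3.93 with each library left out in turn.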

*Zfp36l2* (Figure 2A) and *Mlp* (Supplementary Figure S4) mRNAs, found by RNA-seq analysis to be downregulated, were also decreased in L2-fKO spleens by RT-qPCR analysis. Interestingly, we found that *Ikzf2* and *Irf8* mRNAs, which are modulated by ZFP36L2 in T cells (27), were located in the unchanged expression category in the spleen by the RNA-seq analysis (Figure 2B, gray). 

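*Ikzf2*, on chromosome 1 of GRCm38 from 69531214 to 69687245, had a normalized count of 240 ± 67.4 (SD, n = 4) in wild-type and 170 ± 71.1 (SD, n = 4) in L2-fKO spleens, and the libraries of the groups overlapped. Its log2 fold change was -0.49 (standard error 0.29, adjusted p = 0.300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). L2-fKO spleen 4 was the highest of its group for *Ikzf2*, at 276. Over the alternatives the adjusted p of *Ikzf2* ranged from 0.034 to 0.756 and the log2 fold change was never below the limit for a call. Without L2-fKO spleen 4 the log2 fold change was -0.83 (edgeR adjusted p = 0.034), without wild-type spleen 1 it was -0.28, and in the male libraries only it was -0.17 (edgeR adjusted p = 0.756). *Irf8*, on chromosome 8 from 120736358 to 120756694, had 5808 ± 1937 (SD, n = 4) in wild type and 6379 ± 2568 (SD, n = 4) in L2-fKO. Its log2 fold change of 0.14 (standard error 0.29, adjusted p = 0.793) was smaller than its standard error, and it was -0.18 without L2-fKO spleen 4, 0.40 without wild-type spleen 1 and 0.52 in the male libraries only. The longest 3′UTRs hold 3 UAUUUAU in *Ikzf2*, over 7554 nt, and 1 in *Irf8*, over 1519 nt.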

While this was confirmed for *Irf8* transcript by RT-qPCR, the *Ikzf2* mRNA level was modestly, yet significantly, decreased in the L2-fKO spleen in comparison to wild type (Supplementary Figure S4). Note also that *Zfp36* (*Ttp*) and *Zfp36l1* expression fall in the gray area of unchanged genes in the volcano plot (Figure 2B), consistent with our RT-qPCR analysis.

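For the other members of the family the change between genotypes was within the spread of the animals. *Zfp36* had a normalized count of 1478 ± 505 (SD, n = 4) in wild-type and 1231 ± 334 (SD, n = 4) in L2-fKO spleens, a log2 fold change of -0.26 (standard error 0.25, adjusted p = 0.527 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Zfp36l1* had 2895 ± 524 (SD, n = 4) and 3072 ± 437 (SD, n = 4), a log2 fold change of 0.09 (standard error 0.15, adjusted p = 0.751). Under the normalizations tried both had the same direction. With 1 library left out, *Zfp36l1* changed sign without wild-type spleen 3 (-0.04) and without L2-fKO spleen 4 (-0.01), while *Zfp36* stayed between -0.47 and -0.02.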

To further characterize the upregulated genes found in our RNA-seq data, we performed gene ontology (GO) enrichment analysis and found multiple terms are enriched, with up to 4.7-fold enrichment and with at FDR < 10^–6^ (Supplementary Table S1). The most statistically significant terms are related to the response to stimulus and extracellular matrix, processes which are known to be related to mRNA metabolism.

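The extracellular matrix was tested here with the Reactome set for extracellular matrix organization, since the Gene Ontology terms were not used here. Of the 5078 genes tested in the spleen that Reactome holds in any set, 160 were called upregulated and 207 belong to this set. The set held 25 of the upregulated genes against 6.52 expected by chance, an odds ratio of 4.82 (Fisher's exact test, one-sided, p = 3.93e-09). These were *A2m*, *Adamts2*, *Adamts4*, *Cma1*, *Col18a1*, *Col23a1*, *Col26a1*, *Col28a1*, *Col4a1*, *Col4a2*, *Col8a1*, *Dmp1*, *Dst*, *Emilin1*, *Fn1*, *Lum*, *Mmp13*, *Mmp3*, *Nid2*, *P3h2*, *Plod2*, *Spp1*, *Timp1*, *Tpsab1* and *Tpsb2*. With each library left out of the calls, the set held 23 to 28 upregulated genes. In a test chosen after seeing the data, the downregulated genes held 13 members against 6.07 expected (Fisher's exact test, one-sided, p = 0.00734), an odds ratio of 2.33.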

We next compared gene expression in L2-fKO spleens with two published analyses of ZFP36L2-KD in murine erythrocyte lineage cells (25) and ZFP36L2-KO in oocytes (24). We also attempted to identify differentially regulated genes in the original conventional knockout published in 2009 (fetal liver microarray analysis) (23); however, there is no available list of differentially expressed genes from this model and we were not able to quantitatively reproduce the number of genes expected from a re-analysis of the raw the Gene Expression Omnibus accession data. The comparison of genes differentially expressed in the spleen, erythrocyte, and oocytes is represented in the Venn diagrams of Figure 2B. Although we observed considerable overlap in the number of genes expressed in these three tissues (gray Venn diagram), unexpectedly, we observed little overlap in the upregulated genes when ZFP36L2 was absent in these tissues (orange, yellow, and cream Venn diagrams). The only upregulated gene in all three tissues was *Mthfr* (methylenetetrahydrofolate reductase), which does not contain an ARE and is likely increased due to an indirect effect. This little overlap in the upregulated genes in the three different tissues suggests that the ZFP36L2-targets vary according to the tissue evaluated. We thus hypothesized that ZFP36L2 controls different mRNA pools depending on the organ, tissue, or cell evaluated. One limitation of these comparisons is that previously published data were obtained using different techniques (microarray versus scRNA-seq) and were derived from different biological models (*ex vivo* knockdown vs *in vivo* knockout). We therefore extended our testing to another organ, the ovary, using the same biological model and RNA-seq technique. We chose the ovary because it is the organ with the second highest *Zfp36l2* expression (Figure 1A) and this gene has been implicated in mouse female infertility (12,20,22,24). Interestingly, in our preliminary histological evaluation of the neonatal L2-fKO ovary, we did not observe any major abnormality (not shown). However, in humans, *Zfp36l2* seems to be relevant after puberty as it is involved in polycystic ovarian syndrome (34). 

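Ovary RNA from 3 wild-type and 3 L2-fKO mice was sequenced. L2-fKO ovary 1 came from the animal of L2-fKO spleen 3. The paper names the same technique as for the spleen, and the values deposited for the ovary are gene counts that the authors had divided by a size factor per library. Each value is a whole multiple of a step set by its library (100.0% of the values within a tolerance of 0.001 of a read), so whole reads could be recovered. The recovered reads of the genes in the table summed to 31052510, 44270070 and 39496750 in wild-type ovaries 1, 2 and 3, and to 43313194, 36181631 and 32156747 in L2-fKO ovaries 1, 2 and 3. The genes in the table have 61 or more recovered reads over the 6 libraries, so the sums are of these genes alone. The main test, chosen after the values were seen to be normalized, was limma on log2(normalized count + 1) over the 18504 genes with a value of at least 10 in at least 3 of the 6 libraries, so a fold change of a gene with low values is understated. The limits for a call were those used for the spleen. Count tests on the recovered reads, chosen after seeing the data, were run as alternatives. A difference in a single gene cannot reach an exact permutation p below 0.1 with 3 animals against 3.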

We collected ovaries from wild-type (*n* = 3) and L2-fKO (*n* = 3) age-matched animals and prepared poly(A) libraries from total RNA. We analyzed the RNA-seq data using the criteria of |log_2_FC|>1 and the adjusted *P*-value <0.05. 

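In the ovary, 135 genes were called upregulated and 42 downregulated in L2-fKO by limma's moderated test with Benjamini-Hochberg adjustment. Among the 18504 genes tested, 292 had an adjusted p below 0.05. *Zfp36l2* was lower in each L2-fKO ovary, with a normalized count of 4840.0 ± 84.0 (SD, n = 3) in wild type and 926 ± 145 (SD, n = 3) in L2-fKO, 19.1% of the wild-type mean, and a log2 fold change of -2.40 (standard error 0.12, adjusted p = 5.78e-04 from the same limma test). On the recovered reads, edgeR called 136 genes upregulated and 46 downregulated, and DESeq2 called 292 and 120, the numbers in the authors' deposited table. The number of calls changed with each library left out. These fits have fewer animals, which by itself can lower the number of calls. Without wild-type ovary 1, 2 or 3 the upregulated calls were 41, 28 and 33 and the downregulated calls 7, 4 and 6. Without L2-fKO ovary 1, 2 or 3 they were 82, 126 and 76 upregulated and 49, 72 and 22 downregulated.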

When we compared upregulated genes in the ovary and spleen of the L2-fKO versus wild-type animals, we observed few common genes (Supplementary Figure S5), consistent with what we observed in Figure 2B (orange, yellow and cream Venn diagram). Only 13 genes are simultaneously upregulated in the spleen and ovary in our data, even though both organs share >14 792 genes (Supplementary Figure S5). This result suggests that ZFP36L2-targeting depends on the tissue analyzed and is likely modulated by factors other than the presence of AU rich elements in the 3′ UTR.

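Over the 15306 genes tested in both organs, 378 were called upregulated in the spleen by edgeR and 52 in the ovary by limma, and 6 were called in both, against 1.28 expected by chance (Fisher's exact test, one-sided, p = 0.0017). Among them were *Sfrp4* (log2 fold change 1.61 in the spleen and 1.45 in the ovary), *Nfasc* (2.64 and 1.05), *Pik3cb* (1.16 and 1.29), *Gm5150* (1.14 and 1.93) and *4632432E15Rik* (5.92 and 3.48). Leaving out 1 ovary, which also leaves fewer animals for the test, changed the ovary call of most of these. *Gm5150* lost it without any 1 of the 6 ovaries, *Sfrp4* without any 1 except L2-fKO ovary 2, and *Nfasc* and *Pik3cb* without any 1 wild-type ovary, while *4632432E15Rik* was called in each case. In the spleen, *Gm5150* lost its call without wild-type spleen 3 or 4 or L2-fKO spleen 1 or 4. With adjusted p as the only limit, 20 genes were upregulated in both organs against 9.05 expected (p = 6.61e-04 from the same one-sided Fisher test). Without L2-fKO spleen 3, whose animal also gave an ovary, 6 genes were shared. Of the downregulated genes, 389 in the spleen and 19 in the ovary, 3 were shared against 0.48 expected (Fisher's exact test, one-sided, p = 0.0117), which were *Zfp36l2* itself, *Kif17* and *Robo3*; *Kif17* and *Robo3* were picked out after their values were seen. With the deleted gene left out, an alternative chosen after seeing the data, 2 were shared against 0.46 expected (p = 0.0751 from the same one-sided Fisher test). On the calls of the authors' tables in both organs, also chosen after seeing the data, 13 upregulated genes were shared against 3.18 expected (Fisher's exact test, one-sided, p = 1.74e-05) and 9 downregulated genes against 1.14 (Fisher's exact test, one-sided, p = 1.42e-06), or 8 against 1.11 with the deleted gene left out (Fisher's exact test, one-sided, p = 1.14e-05). Spleen and ovary effects were also set side by side for all genes. The genes upregulated in the spleen had a median log2 fold change of 0.10 in the ovary and 63.5% of them lay above 0. The genes downregulated in the spleen had a median of 0.02 there, with 52.2% above 0, and 47.6% of the genes not called in the spleen lay above 0. From the small number of genes shared, the paper proposes that the targets of ZFP36L2 depend on the tissue.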

We (12,21,22) and others (35,36) have shown that ZFP36L2 is an RNA-binding protein that recognizes adenine-uridine-rich elements (ARE) located at the 3′UTRs of target mRNAs. Binding leads to mRNA destabilization (27) or inhibition of translation (37). Because ARE pentameric sequences, AUUUA, are enriched in transcripts subject to decreased stability by the ZFP36 protein family, we decided to measure the occurrence of the AUUUAs in the three categories, downregulated, unchanged, and upregulated genes from our RNA-seq results. Note that some transcripts had poor genomic annotations and were excluded as ‘unannotated’ because we could not accurately identify their 3′UTRs.

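The 5-mer AUUUA was counted in the longest annotated 3′UTR of each gene tested in the spleen. It was present at least once in 271 of 407 upregulated genes (66.6%) and in 9321 of 13363 genes not called (69.8%), an odds ratio of 0.864 (Fisher's exact test, two-sided, p = 0.172). A Kolmogorov-Smirnov test on the number of 5-mers per 3′UTR, the test of the paper, gave p = 0.811 (n = 407 and 13363 genes). The median 3′UTR length was 1261 nt in upregulated genes and 1172 nt in genes not called, which were not told apart by a test (permutation test on the mean log2 length with 10000 permutations, two-sided, p = 0.525). In a logistic model with log2 3′UTR length as a covariate the odds ratio was 0.744 (p = 0.0245), and with the 3′UTR of median length among the isoforms of a gene it was 1.05 (Fisher's exact test, two-sided, p = 0.648). With the calls of the authors' deposited table, the p of the two-sided Fisher test was 0.369.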

We found a significant increase in the number of 5-mer ARE motifs in the 3′UTRs of upregulated genes (*P* = 1.6 × 10^–10^) in L2-fKO spleen in comparison to unchanged genes (Figure 2C). In contrast, we did not find an increased occurrence of 5-mer AREs in the downregulated genes (*P* = 0.07). 

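Among the downregulated genes, 242 of 422 (57.3%) held at least 1 AUUUA, a lower share than in the genes not called, with an odds ratio of 0.583 (Fisher's exact test, two-sided, p = 1.26e-07). Their 3′UTRs were shorter, with a median of 756 nt (permutation test on the mean log2 length, p = 0.0001, the smallest that 10000 permutations can give). With log2 3′UTR length in the model the odds ratio was 0.807 and no longer differed from 1 (logistic model, n = 422 and 13363 genes, p = 0.0897). The genes tested were also parted by 3′UTR length into 5 groups of equal size. In the group with the shortest 3′UTRs the share of genes with a 5-mer was 22.4% of 76 upregulated genes, 27.2% of 2630 genes not called and 16.9% of 130 downregulated genes, and in the group with the longest it was 96.6% of 88, 97.8% of 2688 and 100.0% of 64.

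**Figure D2:**
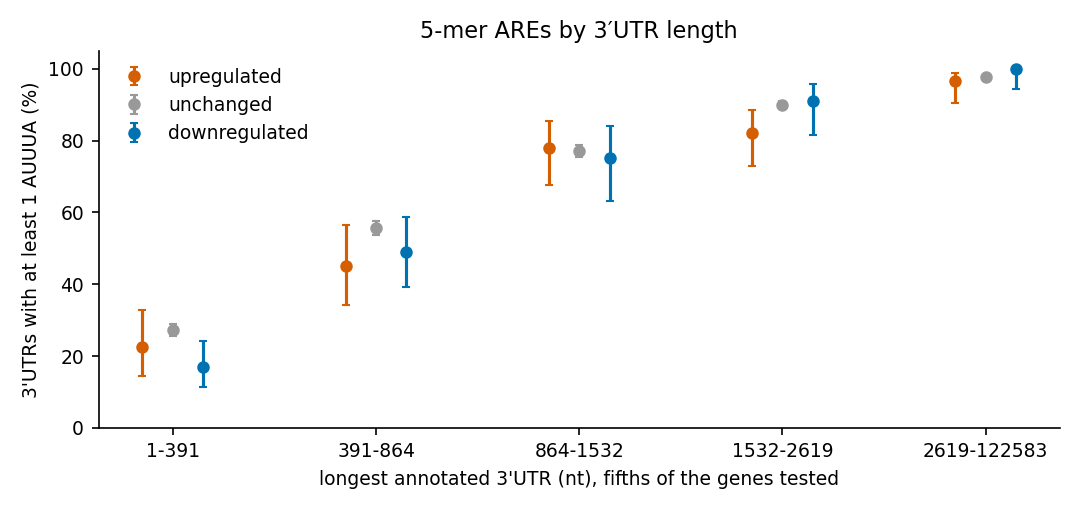
Percent of 3′UTRs with at least 1 AUUUA (vertical axis) in 5 equal groups of the genes tested by the length of their longest 3′UTR in nt (horizontal axis), for upregulated, unchanged and downregulated genes of the spleen. Points are shares and bars are 95% Wilson intervals, which cover sampling of genes only. The share rises with length in each class, from 16.9% to 100.0% in downregulated genes.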

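Lists of marker genes for 8 lineages and states, fixed before the data were examined, were tested in the spleen libraries with camera, with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over the 8 lists. Of 27 erythroid genes, 18 had a log2 fold change above 0 and 9 below, with a median of 0.15 (camera adjusted p = 0.926). *Car1* was the 1 erythroid gene called, with a log2 fold change of -2.07. The globin genes *Hbb-bs* (-0.29), *Hba-a1* (-0.37) and *Hbb-bt* (0.24), whose reads near-identical copies can share, were not called. Of 17 megakaryocyte genes, 17 were lower and 16 were called down, with a median log2 fold change of -4.15 (camera adjusted p = 0.0538). The most abundant of these were *Ppbp* (-6.06), *Itgb3* (-4.02) and *Pf4* (-5.64). Of 14 neutrophil genes, 14 were lower and 13 were called down, with a median of -1.997 (camera adjusted p = 0.272), led in abundance by *S100a9* (-2.17), *Ngp* (-2.23) and *S100a8* (-1.99). The mean log2 CPM of the megakaryocyte list was 5.69 ± 0.30 (SD, n = 4) in wild type and 2.02 ± 0.19 (SD, n = 4) in L2-fKO, and no libraries of the groups overlapped (exact permutation test, two-sided, p = 0.0286, the smallest possible). No list passed 0.05 under camera. Under fry, a rotation test of the list alone, the megakaryocyte (adjusted p = 1.59e-05), neutrophil (adjusted p = 0.0177) and fibroblast (adjusted p = 0.00771) lists did, with Benjamini-Hochberg adjustment. The median log2 fold change was -0.59 in 12 B cell genes, -0.23 in 12 T cell genes, 0.50 in 13 macrophage genes, 0.34 in 15 fibroblast genes and 0.03 in 14 proliferation genes. Over all genes tested, the T cell gene *Lat* was called down (-1.10, edgeR adjusted p = 0.039), the macrophage gene *Cd5l* up (1.43, edgeR adjusted p = 0.0478) and the fibroblast genes *Lum* (1.90), *Pdgfra* (1.59) and *Pdgfrb* (1.15) up. *Lat* lost its call without any 1 library except wild-type spleen 3 or L2-fKO spleen 4, and *Cd5l* without any 1 except L2-fKO spleen 2 or 3. *Lat* also lost it in the replicate block with the wild-type spleens of number 3 exchanged, and *Cd5l* under the stricter filter, with sex as a covariate, in both replicate blocks and in the male libraries only. Adjusted over the list alone, 16 megakaryocyte, 14 neutrophil, 7 fibroblast, 3 macrophage and 3 erythroid genes had an adjusted p below 0.05 in the edgeR test. In the B cell, T cell and proliferation lists each gene was above it.

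**Figure D3:**
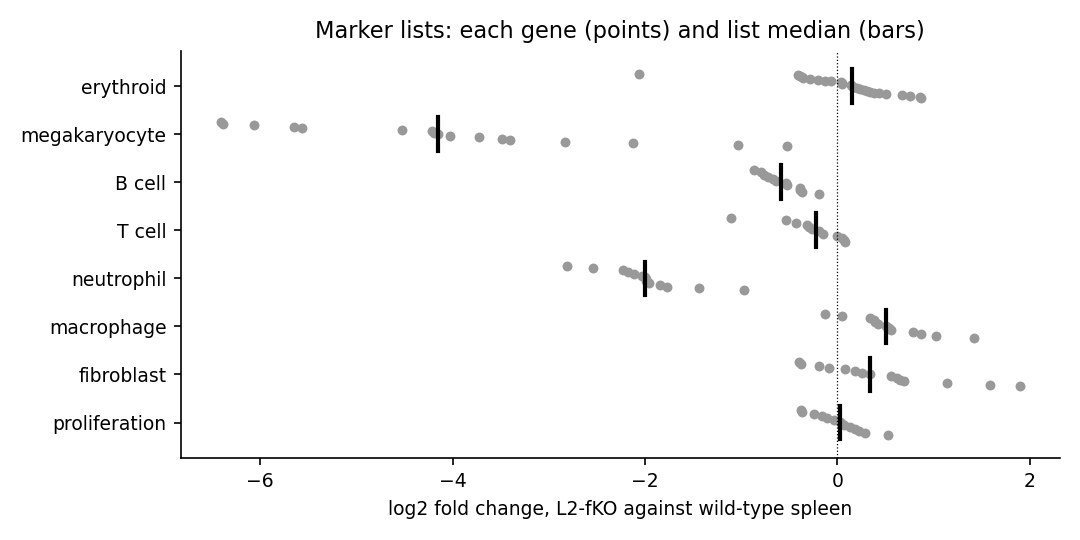
Log2 fold change of L2-fKO against wild-type spleen (horizontal axis) of each gene of 8 marker lists (vertical axis). Points are genes and bars are list medians. The megakaryocyte genes lie below 0 with a median of -4.15 and the erythroid genes spread around a median of 0.15.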

Interestingly, further analysis of the downregulated genes revealed that this slight increase in 5-mer ARE motifs in the downregulated genes is likely due to the decreased number of cells from the hematological lineage expected to be present in the spleen from the L2-fKO mice. Particularly, cells from the erythropoietic lineage expected to be found in the red pulp were reduced in the L2-fKO spleen (Figure 1D and Supplementary Figure S2). Indeed, when we subdivided the downregulated gene list found in the L2-fKO spleen into genes expressed in both the erythrocyte lineage cells and spleen; and genes expressed in the spleen but not present in erythrocyte linage cells, we observed a higher fraction of ARE 5-mers in the genes present in both samples (Supplementary Figure S6A). Thus, although some potential ZFP36L2-targets expressed only in the erythrocyte lineage (erythrocyte lineage-specific genes) show up in our analyses as downregulated genes, in fact the cells expressing these genes are absent.

To better understand the ARE enrichment in our RNA-seq results, we used the ARE*Score* algorithm (30) which takes into account three typical ARE features: (i) the number of AUUUA sequences, (ii) the proximity between pentamers and (iii) the presence of high AU content in the vicinity of AUUUA pentamers. ARE*Score* analysis of differentially expressed genes in L2-fKO spleen showed a statistically significant increased ARE*Score* mean for upregulated genes (*P* = 3.1 × 10^–5^) compared with unchanged genes (Figure 3D). However, a similar albeit less significant (*P* = 0.01) increase was observed in the downregulated genes. Again, a similar analysis of the ARE*Score* for those genes downregulated and expressed only in the erythrocyte lineage revealed a higher ARE*Score* than other genes downregulated in the L2-fKO spleen but not present in the erythrocyte lineage (Supplementary Figure S6B).

**Figure 3.**
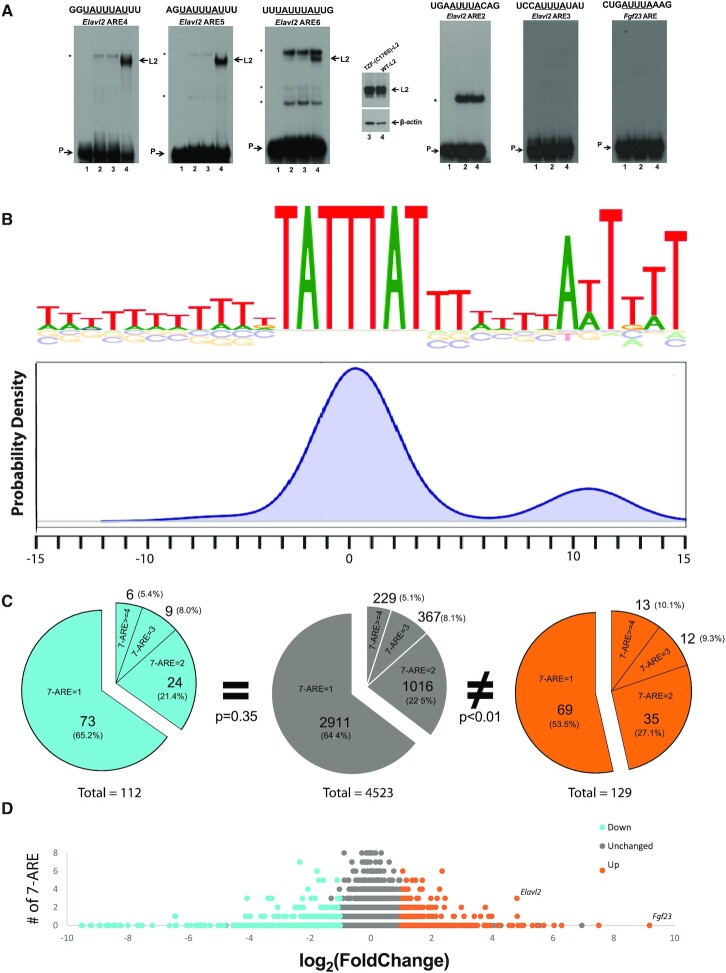
Biochemical characterization of ZFP36L2 RNA-binding specificity. (**A**) Representative RNA gel shift assays of ZFP36L2 bound to ∼30 nt long probes representing mRNAs containing the 7-mer (UAUUUAU), left panel or the 5-mer (AUUUA) ARE types, right panel. The assays were performed by incubating 0.2 × 10^5^ cpm of different ARE probes with protein extracts from HEK 293 cells transfected with a vector that expressed the ZFP36L2-C176S RNA-binding deficient mutant (20 μg, lanes 3) or with a vector that expressed wild type ZFP36L2 (20 μg, lanes 4). Immunoblotting (insert) showed that both proteins were expressed at similar levels. The migration of the probe in the absence of protein is shown in lanes 1. Note that incubation of protein extracts containing the ZFP36L2 RNA-binding mutant (lanes 3) produced similar bands as protein extracts from HEK 293 cells transfected with an empty vector (lanes 2) and are indicated by asterisks. These bands are likely endogenous proteins present in HEK cells that also interact with the probes. Complexes containing ZFP36L2 and 30 nt long probes containing a single ARE 7-mer are indicated by arrows (L2). None of the single 5-mer ARE probes bound to ZFP36L2 (lane 4, right panel). At the top of each panel, the sequence of the 7-mer or 5-mer ARE present in each probe is underlined. (**B**) Sequence logo and probability density of ‘de novo’ motif discovery using BaMMotif on the sequences of the 3′UTRs from the 127 upregulated genes in the spleen that contained one or more 7-mer AREs. (**C**) Pie charts represent the number of 7-mer ARE motifs in 3′UTRs of down- (cyan), unchanged (gray), and upregulated (orange) genes. The distributions were compared by the Kolmogorov–Smirnov test and *P* < 0.05 was considered significantly different. (**D**) Visualization of the distribution of 7-mers in the 3′UTRs of down- (blue), unchanged (gray) and upregulated (orange) genes in the *Zfp36l2* conditional knockout mouse spleen versus log_2_ of Fold Change measured by RNA-seq. *Elavl2* gene is marked among other genes significantly upregulated (orange dots).

### Common features of ZFP36L2 functional binding sites

The minimal ARE consensus sequence is the pentamer (10,11) and the more of these motifs that are present in a given 3′ UTR, the higher the likelihood the mRNA would be a target for ZFP36 family members (38). Based on this generally accepted idea, Spasic *et al.* devised the ARE*Score* algorithm to identify transcripts enriched in ARE elements on a genome wide scale. However, the extensive validation of this approach and its biochemical testing were based on genes regulated by ZFP36, and not ZFP36L2. ZFP36L2 binds to two classic ZFP36-targets (*Gm-csf* and *Tnf-α*) in a dose dependent manner with similar affinity (Supplementary Figure S7). However, it is likely that each ZFP36 family member has different targeting specificities. Thus, it is possible that some ZFP36L2-targets may not necessarily be a specific ZFP36-target.

To identify and characterize the ZFP36L2-binding sequence, we designed 12 new RNA oligomers of about 30 nucleotides (see Material and Methods for probe's sequence), each containing a single ARE, and tested ZFP36L2 binding in an RNA electrophoretic mobility shift assay. ZFP36L2 binding appears to require a minimum 7-mer sequence (UAUUUAU) (Figure 3A, left and Supplementary Figure S8); whereas a 5-mer containing probe did not bind to ZFP36L2 (Figure 3A, right). Interestingly, probes containing a single 7-mer ARE did not bind to ZFP36 (Supplementary Figure S9), even when ZFP36 protein is expressed at a much higher levels and actively binds to a positive control. Although our gel-shift shift assays in Supplementary Figure S9 suggest that ZFP36 does not bind to a single 7-mer ARE, we cannot unequivocally exclude binding based on this assay alone, as its binding affinity maybe below the detection limit of gel shift assays.

In an attempt to identify common features of ZFP36L2, we combined the results from these 12 new RNA probes, plus 10 probes that we tested previously (12,22,27) and 5 probes assayed by other investigators (35,36,39,40) to identify 16 ZFP36L2-binding sequences from a total of 27 probes that were tested and demonstrated binding (Supplementary Table S2). In a previous study, we quantified the relative affinity of ZFP36L2 for ARE containing RNAs (12). Note that three tested probes contained the same flanking nucleotides around the 7-mer (Supplementary Table S2, *); however, they differ in almost all other nucleotides composing the remaining sequence of these probes. Particularly for *hLhr* and *mLhr* probes, even when they contained the exact same sequence binding motif, they demonstrated different binding affinities (12). Overall, this analysis supports that the minimal binding motif for ZFP36L2 is a 7-mer (UAUUUAU). In contrast, the presence of the 5-mer seems to be insufficient for binding (Figure 3A, right panel).

We performed a ‘*de novo*’ motif analysis using BaMMotif (41) on the 3′UTRs of upregulated genes in the spleen. Of the 549 genes that were upregulated in the spleen, we excluded 13 genes that were poorly annotated, which we could not accurately assign a 3′UTR. 

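Of the 490 genes called upregulated with edgeR, 407 had an annotated 3′UTR and 111 of these (27.3%) held at least 1 UAUUUAU, the 7-mer ARE. The share was 4004 of 13363 (30.0%) in genes not called, an odds ratio of 0.877 (Fisher's exact test, two-sided, p = 0.249). In downregulated genes it was 97 of 422 (23.0%), an odds ratio against genes not called of 0.698 (p = 0.00201 from the same two-sided Fisher test). A Kolmogorov-Smirnov test on the number of 7-mers per 3′UTR gave p = 0.916 for upregulated genes (n = 407 and 13363 genes) and p = 0.0355 for downregulated genes (n = 422 and 13363 genes). With log2 3′UTR length in the model the odds ratio of the downregulated genes was 0.911 (logistic model, n = 422 and 13363 genes, p = 0.474). The 7-mer was held by 41.0% of the upregulated genes with a 5-mer, 43.0% of the genes not called with a 5-mer and 40.1% of the downregulated genes with a 5-mer.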

Of the remaining 536 mRNAs that were upregulated, 127 contained one or more AREs of the 7-mer type. We identified their longest 3′UTR isoform, extracted ∼30 nucleotides around the 7-mer motif seed and analyzed these sequences. We show the results of this analysis in the motif logo and probability density in Figure 3B. As a control, we used the 3′UTR sequences from the genes that were unchanged in our differential gene analysis but also contained a 7-mer motif. We did not observe any new motifs other than ARE 7-mers with strong statistical significance (*P* < 0.001). However, we did observe a uridine enrichment flanking the 7-mer ARE motifs (Figure 3B). In addition, we observe a smaller probability density peak for a second 7-mer ARE motif approximately 11 nt downstream of the seed 7-mer ARE. We observed a very similar motif and probability density in the upregulated genes in the mouse L2-fKO ovary when we performed BaMMotif analysis on their 3′UTRs (Supplementary Figure S5). This analysis suggests that ZFP36L2 preferentially binds to a single ARE 7-mer flanked by a track of uridines. This contrasts with ZFP36, which has been shown to preferentially bind to clusters of AREs of class II (17,33).

The number of 7-mer ARE motifs in 3′UTRs of downregulated (cyan) and unchanged (gray) genes had similar distributions (Figure 3C). In contrast, a comparison of the distribution between upregulated (orange) and unchanged (gray) genes was significantly different (*P* < 0.05). Additionally, we observed significant ARE 7-mer enrichment in the upregulated genes in the ovary (Supplementary Figure S5B). Thus, the presence of 7-mer ARE motifs in the upregulated genes seems to better capture the preference of ZFP36L2 to target mRNA 3′UTRs with one or more 7-mer AREs.

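Among the genes with at least 1 UAUUUAU, 33 of 97 downregulated genes (34.0%) and 1404 of 4004 genes not called (35.1%) held more than 1, an odds ratio of 0.955 that did not differ from 1 (Fisher's exact test, two-sided, p = 0.914).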

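In the upregulated genes with at least 1 UAUUUAU, 54 of 111 (48.6%) held more than 1, an odds ratio of 1.75 against the genes not called (Fisher's exact test, two-sided, p = 0.00462). By number, 57 held 1, 28 held 2, 13 held 3 and 13 held 4 or more. A Kolmogorov-Smirnov test on the number of 7-mers per gene with a 7-mer gave p = 0.0337 (n = 111 and 4004 genes). Over all upregulated genes and genes not called with a 3′UTR, with or without a 7-mer, the same test gave p = 0.916 (n = 407 and 13363 genes), and on the calls of the authors' table, chosen after seeing the data, p = 0.972 (n = 436 and 13253 genes). The median 3′UTR length of these genes was close in the classes, 2146 nt in upregulated genes and 2144 nt in genes not called, and with log2 length in the model the odds ratio was 1.84 (logistic model, n = 111 and 4004 genes, p = 0.00234). The upregulated genes with the most 7-mers were *Cxcl1* and *Agfg1* with 6 each and *Trpc1*, *Adamtsl1* and *Tmem88b* with 5 each. Their log2 fold changes were 2.31, 1.05, 1.16, 1.69 and 1.35 in this order. The calls of *Trpc1* and *Tmem88b* were each lost in 8 of 18 alternatives, among them fits with 1 library left out. *Trpc1* lost its call without wild-type spleen 1, 2 or 4 or L2-fKO spleen 1, 2 or 3, *Tmem88b* without wild-type spleen 2, 3 or 4 or L2-fKO spleen 1, 2 or 3, and *Agfg1*, which is near the limit on the fold change, without wild-type spleen 2 or 4 or L2-fKO spleen 3. From the different distribution in upregulated genes of the spleen and the 7-mers of the ovary, the paper proposes that the 7-mer better captures the preference of ZFP36L2. Its gel shifts, in which probes with a 7-mer bound and probes with only a 5-mer did not, are separate evidence.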

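Of the ovary genes called by limma that have an annotated 3′UTR, 31 of 99 upregulated genes (31.3%) and 4 of 34 downregulated genes (11.8%) held a UAUUUAU, an odds ratio of 3.42 (Fisher's exact test, two-sided, p = 0.0258). In the ovary genes not called, 4489 of 15281 (29.4%) did, and the upregulated genes did not differ from these (p = 0.659 from the same two-sided Fisher test). The downregulated genes held one less often than the genes not called, with an odds ratio of 0.321 (Fisher's exact test, two-sided, p = 0.0231). With log2 3′UTR length in a logistic model of the upregulated and downregulated genes (n = 99 and n = 34 genes), the odds ratio between them was 4.41 (p = 0.0156). With the 3′UTR of median length it was 1.86 (Fisher's exact test, two-sided, p = 0.337). On the calls of the authors' table, an alternative chosen after seeing the data, 58 of 221 upregulated (26.2%) and 11 of 89 downregulated genes (12.4%) held one, an odds ratio of 2.52 (Fisher's exact test, two-sided, p = 0.00982). With the calls from edgeR on the recovered reads the odds ratio was 2.32 (Fisher's exact test, two-sided, p = 0.128). With 1 ovary left out it ranged from 0.618 without wild-type ovary 3 to 3.20 without L2-fKO ovary 3, and p was above 0.05 without any 1 of the 6 ovaries. These calls rest on fewer animals, which by itself can weaken the comparison.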

Because of the importance of the 7-mer sequence for ZFP36L2 binding, we decided to visualize the distribution of 7-mers as a function of the |log_2_FC| >1 obtained from our RNA-seq analysis of the differentially expressed genes from the L2-fKO mouse model (Figure 3D). *Fgf23* mRNA was the most highly upregulated transcript (|log_2_FC| = 9.18) in the spleen, which we confirmed by qRT-PCR (600-fold increase, Supplementary Figure S4). However, the *Fgf23* transcript contains no 7-mer AREs and the only ARE (which is a 5-mer) does not bind to ZFP36L2 (Figure 3A). 

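*Fgf23* had the largest log2 fold change of the 16911 genes tested, 9.11 (standard error 0.56, adjusted p = 1.82e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 L2-fKO spleens had 1719, 1000, 2878 and 1610 reads on *Fgf23* and the 4 wild-type spleens had 2, 5, 6 and 0, so the size of the fold rests on few wild-type reads. With each library left out in turn the log2 fold change stayed between 8.72 and 9.57.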

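The 3′UTR of *Fgf23* lies on chromosome 6 of GRCm38 from 127080479 to 127081408, is 930 nt long and holds 0 UAUUUAU and 1 AUUUA. The AUUUA starts at position 309 of the 3′UTR, from 127080787 to 127080791 on the plus strand, in the sequence AUGUUAAUCUGAUUUAAAGACCCCAAC.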

We therefore decided to further validate the *Elavl2* (*HuB* or *Mel-N1*) for the reasons outlined below.

### Modulation of *Elavl2* mRNA by ZFP36L2

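*Elavl2* had 2, 2, 1 and 7 reads in the 4 wild-type spleens and 88, 68, 112 and 53 in the 4 L2-fKO spleens, a log2 fold change of 4.75 (standard error 0.52, adjusted p = 5.03e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DESeq2 Wald test gave 4.81 with an adjusted p of 1.28e-14, and over the 17 alternatives in which it was tested, in each of which it was called, the adjusted p of *Elavl2* ranged from 1.28e-14 to 0.00861. With each library left out in turn, the log2 fold change stayed between 4.47 and 5.57. The lowest value over the alternatives was 3.92, in the male libraries only. Under the filter of at least 10 counts in all 8 libraries it was not tested, since the wild-type counts are below it.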

The mRNA for *Elavl2* was significantly upregulated in the L2-fKO spleen (|log_2_FC| = 4.8, *P*_adj_ = 2.3e^–16^). Quantitative PCR confirmed the RNA-seq results and revealed an 18-fold increase in *Elavl2* mRNA in the L2-fKO spleen (Figure 4A). *Elavl2* mRNA contains three 7-mer AREs, and ZFP36L2 bound to all three 7-mer AREs in gel-shift assays (Figure 3A). 

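The longest annotated 3′UTR of mouse *Elavl2* lies on chromosome 4 of GRCm38 from 91250763 to 91253239 on the minus strand and is 2477 nt long. It holds 3 UAUUUAU, 15 AUUUA and 22 GAAA. The first 7-mer starts at position 524 of the 3′UTR, from 91252710 to 91252716, in the sequence GUUUACAUUUUUAUUUAUGAAGUUACAAA. The next starts at position 545, from 91252689 to 91252695, in the sequence GUUACAAACAGUAUUUAUUUUGUAAUUCU. The last starts at position 2317, from 91250917 to 91250923, in the sequence UGUAAGGCUGGUAUUUAUUUGAAGUUGUA.

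**Figure D4:**
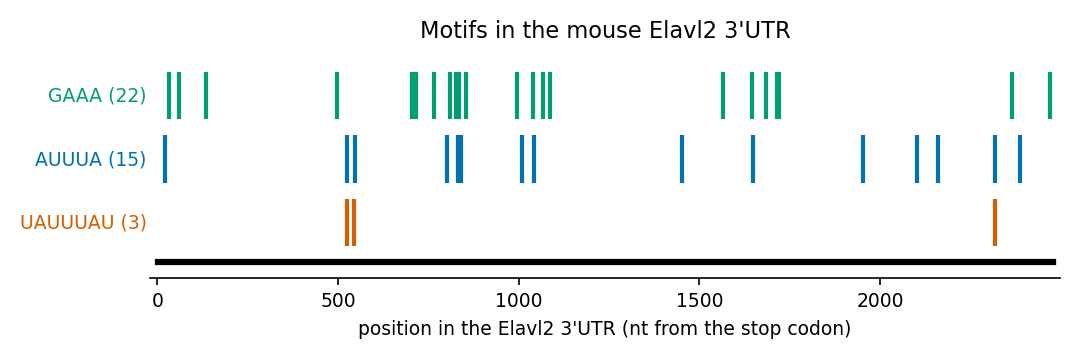
Map of the mouse *Elavl2* 3′UTR with the start of each motif by its position in nt from the stop codon (horizontal axis). Ticks show GAAA, AUUUA and UAUUUAU, and each 7-mer contains an AUUUA. The 7-mers start at positions 524, 545 and 2317, and the GAAA motifs spread over the 3′UTR.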

ELAVL2 is an RNA-binding protein that binds GAAA sequence motifs in 3′UTRs (42,43), which stabilizes mRNA and/or enhances their translation, functions that are opposite to that of ZFP36L2.

**Figure 4.**
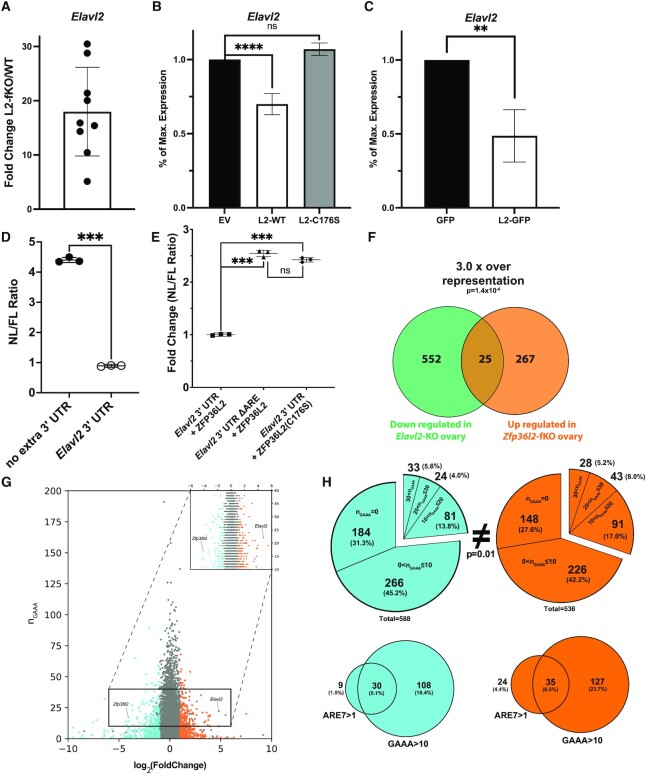
Modulation of *Elavl2* mRNA by ZFP36L2. (**A**) Fold Change of *Elavl2/Gapdh* mRNA expression in spleen from L2-fKO mice (*n* = 9) compared with the average expression in wild-type mice (*n* = 7). (**B**) Overexpression of ZFP36L2 (L2-WT, *n* = 5) decreased the expression of endogenous *Elavl2* mRNA in U2-OS cells compared to an empty vector (EV, *n* = 3), whereas the RNA-binding mutant of ZFP36L2 (L2-C176S, *n* = 3) did not, as measured by qRT-PCR. (**C**) Overexpression of ZFP36L2-GFP fusion (L2-GFP, *n* = 5) significantly downregulated endogenous *Elavl2* mRNA in U2-OS cells compared with overexpressed GFP (GFP, *n* = 3). (**D**) HEK 293 cells were co-transfected with firefly (FL, pGL4.5) and nanoluciferase (NL, pNL3.2.CMV) vectors; protein extracts were collected for dual luciferase measurements from three biological replicates (shown as circles). NL/FL ratios were computed from the two conditions, one where the nanoluciferase vector contained no additional 3′UTR (left) and another where the nanoluciferase vector contained the full-length of *Elavl2* 3′UTR (right). (**E**) HEK 293 cells were simultaneously transfected with three vectors: firefly (FL, pGL4.5) + nanoluciferase (NL, pNL3.2.CMV) + ZFP36L2 (pCMV.BGH3′/BS+). Protein extracts were collected for dual luciferase measurements from three biological replicates. When the 7-mer ARE binding sites were deleted (*Elavl2* 3′UTR ΔARE) it resulted in a 2.5-fold increase of the NL/FL ratio in comparison to the *Elavl2* 3′UTR in the presence of ZFP36L2 (triangles versus squares). A similar effect was observed when the mutant version of ZFP36L2-C176S was transfected with the NL reporter containing the full-length of *Elavl2* 3′UTR. Values for A–E are mean ± SD and *P* values were calculated using Student's *t*-test, ****P < 0.0001, ***P < 0.001 and **P < 0.01. (**F**) The green circle represents transcripts previously found to be down regulated in the ELAVL2-KO ovary (46) and the orange circle represents those upregulated in the L2-fKO ovary. Twenty five genes are common to both sets, this number of overlapping genes is significantly different than what would be expected by chance using (*P* < 1.4 × 10^–5^). (**G**) Number of GAAA (*n*_GAAA_) motifs in the longest 3′UTR of down- (cyan), unchanged (gray), and upregulated (orange) differentially expressed genes in the spleen of L2-fKO mice as a function of their log_2_ Fold Change. Inset (top-right corner) is magnification of 10 < n_GAAA_< 40. (**H**) Analyses of the number of GAAA (n_GAAA_) and 7-mer ARE motifs in the down- and upregulated genes in the spleen. Pie charts indicate the motifs in different subgroups: *n*_GAAA_= 0, 0 < *n*_GAAA_}{}$ \le$10, 10 < *n*_GAAA_}{}$ \le$20, 20 < *n*_GAAA_}{}$ \le$30 and *n*_GAAA_ > 30 motifs in 3′ UTRs of down- (cyan) and upregulated (orange) genes. The distributions were compared using Kolmogorov–Smirnov test and were significantly different (*P* = 0.01), particularly a higher fraction of genes had *n*_GAAA_> 10 in the upregulated genes compared to the downregulated genes (30.2% versus 24.4%, respectively). Further analysis (Venn diagrams) of genes containing two or more 7-mer AREs and 11 or more GAAA motifs in their 3′UTRs did not reveal a difference in the co-occurrence of these motifs between the up- and downregulated lists.

To test whether *Elavl2* is a direct ZFP36L2 target, we overexpressed ZFP36L2 in U2-OS cells which is one of the 17 cell lines known to endogenously express *Elavl2* (31) and measured the *Elavl2* levels by qRT-PCR. ZFP36L2 overexpression led to a 30% decrease in *Elavl2* mRNA levels (*P* < 0.0001; Figure 4B), whereas a mutant version of ZFP36L2 that lacked RNA-binding properties (L2-C176S) did not alter *Elavl2* mRNA expression levels. Similarly, overexpression of ZFP36L2 fused with GFP resulted in a 50% decrease in *Elavl2* mRNA levels (*P* = 0.0028) compared with overexpression of GFP (Figure 4C). However, transfection efficiency of U2-OS cells can be low. We tested the transfection efficiency of U2-OS cells with a GFP construct and observed ∼50–60% of U2-OS cells were transfected under our conditions (Supplementary Figure S10). Thus, overexpression of ZFP36L2 using two different constructs led to decreased levels of endogenous *Elavl2* mRNA, suggesting that *Elavl2* is a direct target of ZFP36L2.

We next developed a reporter gene assay to test if ZFP36L2 downregulation of *Elavl2* is dependent on the 3′UTR of this transcript. For that we used a luciferase assay in which the 3′UTR of *Elavl2* (∼2500 bp) was added immediately downstream of the coding sequence of a nanoluciferase vector. When HEK 293 cells were transfected with the NL-*Elavl2* 3′UTR, a consistent and significant 4.5× fold decrease of nanoluciferase/firefly luciferase ratio was observed relative to the nanoluciferase construct with its own 3′UTR (Figure 4D). To further test if this effect is dependent on the presence of the 7-mer AREs, we created another nanoluciferase construct in which all three 7-mer ARE binding sites were deleted (*Elavl2* 3′UTR ΔARE). The NL-*Elavl2* 3′UTR ΔARE construct resulted in a 2.5x fold increase of the nanoluciferase/firefly luciferase (NL/FL) ratio in comparison to the *Elavl2* 3′UTR in the presence of ZFP36L2 (Figure 4E). As expected, when the mutant version of ZFP36L2-C176S was co-transfected with a nanoluciferase vector containing the *Elavl2* 3′UTR, the NL/FL ratio increased to similar levels as when the AREs were removed (Figure 4E). These assays confirm that the effect of ZFP36L2 on *Elavl2* mRNA is dependent on the presence of AREs of the 7-mer type and on the functional zinc finger domain of ZFP36L2.

The discovery that *Elavl2* mRNA is a target of ZFP36L2 suggests that these two RBPs may act in concert to regulate genes. ELAVL2 is known to be an ARE-RBP that preferentially binds to transcripts containing GAAA motifs in their 3′UTR (42), leading to stabilization and promotion of translation of their target transcripts (6,44,45). ELAVL2 stabilizes its own transcript through direct binding to GAAA motifs present in its own 3′UTR (42). To investigate if these two RBPs act in concert in the same set of genes, we performed statistical overlap analysis of previously published mRNAs found to be downregulated in the ELAVL2-KO ovary (46) and our list of upregulated genes in the L2-fKO ovary (Figure 4F). Among these two data sets, we identified 25 genes. To determine if this overlap is higher than what is expected by chance we used a hypergeometric distribution normal approximation to compute the probability of overlap as described in (47) and determined a 3.0-fold increase of the overlap representation (*P* = 1.4 × 10^–6^). This statistically significantly higher than expected overlap suggests that ZFP36L2 and ELAVL2 act on some common mRNA targets. We also visualized the frequency distribution of GAAA motifs in 3′UTRs of the up-, down-, and unchanged genes in our L2-fKO RNA-seq data (Figure 4G). 

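Among the genes tested in the spleen that have an annotated 3′UTR, 90.5% held at least 1 GAAA in the longest 3′UTR. The share was 90.2% of upregulated genes, 90.7% of genes not called and 85.8% of downregulated genes.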

The frequency of occurrence of the GAAA motif is high in the mouse genome, with over 80% of 3′UTRs containing at least one GAAA motif. As such, we opted to subgroup GAAA motifs into five categories from *n*_GAAA_ = 0 to *n*_GAAA_ > 30, where *n*_GAAA_ was the number of motifs in each 3′UTR (Figure 4H). When we compared the distributions of the GAAA motifs in the down- (cyan) and upregulated (orange) genes from the L2-fKO spleen RNA-seq data, we observed small, but significant (*P* = 0.01), differences in the distribution of GAAA motifs in the upregulated genes compared with the downregulated genes (Figure 4H, upper pie charts). The most obvious difference in the distributions was the increased proportion of transcripts compiled in the upregulated genes whose 3′UTRs contained more than 10 GAAA motifs (30.2% versus 23.4%, up- and downregulated respectively).

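More than 10 GAAA were found in the longest 3′UTR of 154 of 407 upregulated genes (37.8%) and 114 of 422 downregulated genes (27.0%), an odds ratio of 1.65 (Fisher's exact test, two-sided, p = 0.00107). A Kolmogorov-Smirnov test on the number of GAAA gave p = 0.00308 (n = 407 and 422 genes). In the genes not called the share was 34.5%. The upregulated genes have longer 3′UTRs than the downregulated genes (median 1261 nt and 756 nt), and with log2 3′UTR length in the model the odds ratio was 0.994 (logistic model, n = 407 and 422 genes, p = 0.980).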

It is not known whether ELAVL2 preferentially targets multiple GAAA repeats. However, a hallmark of the specificity of many RNA-binding proteins is a preference for target RNAs with motif repeats. When we consider the overlap of genes with 3′UTRs that contained more than one 7-mer UAUUUAU and more than 10 GAAA motifs (Figure 4H, lower Venn diagrams), we do not observe significant differences in the overlap for up- and downregulated genes, likely because few genes simultaneously contain the ARE 7-mer and more than 10 GAAA motifs. 

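More than 1 UAUUUAU together with more than 10 GAAA occurred in 32 of 407 upregulated genes (7.9%) and 27 of 422 downregulated genes (6.4%), an odds ratio of 1.248 that did not differ from 1 (Fisher's exact test, two-sided, p = 0.421). In the genes not called, 1045 (7.8%) held both. With the calls made without wild-type spleen 3 the odds ratio was 1.91 (Fisher's exact test, two-sided, p = 0.00941), and with log2 3′UTR length in the model it was 0.779 (logistic model, n = 407 and 422 genes, p = 0.410).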

We may simply not have the statistical power to resolve these effects in our current data set. Importantly, *Elavl2* was not identified as differentially expressed in the two previous transcriptome studies in erythrocyte lineages (25) and oocytes (24), which suggests that ZFP36L2 targeting of *Elavl2* mRNA is specific to the spleen.

## DISCUSSION

Like various RNA-binding proteins, ZFP36L2 is ubiquitously expressed in many tissues. Mouse models with disruptions of the *Zfp36l2* gene have been created to assess the function(s) of this protein. Two models revealed a female infertility phenotype (20,24); however, biologically significant effects of *Zfp36l2* knockdown were observed in other tissues, including red blood cell differentiation (23,25). This suggests that the physiological role of ZFP36L2 is likely broader than just its role in female infertility. Here we performed transcriptome profiling to examine the function of ZFP36L2 in the spleen from mouse pups lacking this protein during the first ten days after birth. Two other transcriptome analyses have been reported: a microarray analysis of an *ex vivo* mouse model of erythrocyte differentiation, wherein *Zfp36l2* was knocked down (25), and a single-cell RNA-seq analysis of oocytes lacking *Zfp36l2* (24).

While 75% of genes that we detected in the spleen by RNA-seq were also detected in oocytes by scRNA-seq, only 24 of the upregulated genes were common in both tissues, which corresponded to 5% of all upregulated genes in the spleen. A similar pattern was observed when we compared spleen and the erythrocyte lineage, which shared 50% of the same expressed genes but only nine genes were upregulated in both tissues, about 2% overlap.

Therefore, the genes that were differentially expressed in the spleen data set were unique from those expressed in erythrocyte lineage and oocytes. Even using the same biological model, only minimal overlap in the upregulated genes was observed in the spleen and ovary of the L2-fKO mouse (Supplementary Figure S5A). This result is surprising since statistically we would expect a similar level of overlap in the differentially regulated and unchanged genes. Intriguingly, these overlap percentages are below the 8% estimated proportion of mRNAs that would contain functional AREs in the whole human genome using ARED (10). These data suggest that other tissue factors modulate ZFP36L2-mRNA targeting. Importantly, the mRNAs modulated by ZFP36L2 in oocytes (24) that affect histone methylation are not differentially regulated in the spleen, which suggests that ZFP36L2-targeting is different across tissues.

Nevertheless, in all tissue studied thus far, spleen, ovary, erythrocyte lineage and oocytes, the upregulated genes were enriched in AREs, particularly when evaluated by the ARE*Score* program. This enrichment suggested that 3′UTR AREs are a hallmark of ZFP36L2 binding in all four tissues. However, the metric computed by the ARE*Score* algorithm was optimized based on targets of ZFP36 (30), which preferentially binds to overlapping 5-mers or blocks of overlapping 5-mers such as those found in the 3′UTR of *Tnf-α* or *Gm-csf* mRNAs (33). To investigate mRNA targets specific to ZFP36L2, we performed gel shift assays with 12 new RNA probes that contained only one ARE motif and combined these results with published gel shift assays of an additional 15 probes. We used gel shift assays to directly validate specific binding, instead of crosslinking or immunoprecipitation assays for which it is more difficult to exclude nonspecific interactions. In addition, as a control for nonspecific interactions, we used the C176S mutant in the zinc finger domain of ZFP36L2 that is unable to bind the ARE (12). Our gel shift results showed that ZFP36L2-binding required a minimum of a 7-mer (UAUUUAU), and a probe containing a single 5-mer (AUUUA) seems to be insufficient (Figure 3A). Indeed, when we measured the 7-mer enrichment, we did observe a statistically significant enrichment of this motif only in the upregulated genes in the L2-fKO spleen (Figure 3C). Although, in gel-shift shift assays ZFP36 did not bind to probes containing a single 7-mer ARE (Supplementary Figure S9), we cannot unequivocally exclude binding based on this assay alone, as its binding affinity maybe below the limit of detection of this technique. Thus, this difference is only suggestive that these two proteins have different binding preferences, and more studies are necessary to further investigate the possibility of lower affinity binding. Our results suggest a subtle but important difference in the targeting specificity of ZFP36L2 compared with ZFP36, and we propose that computing the density of 7-mer AREs in the 3′UTR might be a valuable approach to identifying ZFP36L2 targets. Therefore, we reexamined our list of upregulated genes for those containing multiple 7-mer AREs and identified a particularly interesting RNA-binding protein, *Elavl2* (*HuB* or *Mel-N1*), as a putative novel target of ZFP36L2.

Several lines of evidence support ZFP36L2 regulation of *Elavl2* mRNA. Overexpression of ZFP36L2 significantly downregulates *Elavl2* mRNA, whereas overexpression of the non-binding C175S mutant of ZFP36L2 does not. Overexpression of ZFP36L2 reduces the expression of *Elavl2* by 30–50%. This partial effect, is likely due to other limiting factors also required for this degradation process (48). Additionally, our nanoluciferase/firefly reporter assay experiments demonstrated that the ZFP36L2 effect on *Elavl2* is dependent on the 3′UTR sequence of *Elavl2* and requires the 7-mer AREs and the integrity of the tandem zinc finger domain of ZFP36L2 to result in *Elavl2* decay. The discovery that *Elavl2* mRNA is a target of ZFP36L2 suggests that these two RBPs may act in concert to regulate genes. In fact, the number of potential ELAVL2 mRNA targets were significantly increased in our upregulated genes (Figure 4F). Interestingly, we observed an increased fraction of transcripts compiled in the upregulated genes in which the 3′UTRs contained >10 GAAA motifs. On the other hand, *Zfp36l2* mRNA 3′UTR contains multiple GAAA motifs (Figure 4G), which are known target motifs of ELAVL2, suggesting a feedback regulatory mechanism between the two RNA binding proteins by modulation through their respective mRNAs. Indeed, previous immunoprecipitation of ELAVL2 protein reported *Zfp36l2* mRNA as a potential ELAVL2-target (46). 

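The longest annotated 3′UTR of mouse *Zfp36l2* lies on chromosome 17 of GRCm38 from 84183931 to 84185752 on the minus strand. It is 1822 nt long and holds 17 GAAA, 5 AUUUA and 3 UAUUUAU. The 7-mers start at positions 822, 870 and 1056 of the 3′UTR.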

Structural analysis of the 3′UTR mRNAs which simultaneously contain multiple 7-mer AREs and 10 GAAA motifs would be helpful to further understand the molecular basis of co-regulation by ZFP36L2 and ELAVL2.

The ELAV-like RNA-binding protein family has four members in vertebrates, ELAVL1-4. ELAVL2, ELAVL3 and ELAVL4 are cytosolic and expressed mainly in neurons, whereas ELAVL1 is expressed ubiquitously and present predominantly in the nucleus. These proteins share high homology between their three RNA recognition motifs (RRMs), but they differ significantly in their amino-terminal ends and at the so-called ‘hinge domain’, a region between the second and third RRMs. These proteins are involved in post-transcriptional control of their mRNA targets, usually leading to mRNA stabilization and enhanced translation (6,44,45), effects opposite to ZFP36L2, which also happens to be a cytosolic protein (21,49). Interestingly, other investigators have reported opposite effects of ELAV and ZFP36-like family members on mRNA transcripts. For example, ELAVL1 and ZFP36 have antagonistic effects on the stability of IL-3 (50) and IL-8 mRNAs (51). Thus, an opposing effect between ELAVL2 and ZFP36L2 is analogous to this observation. However, the antagonistic action between these two proteins presented here has not been previously investigated.

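The level of *Elavl2* in wild-type spleens was near the limit of these libraries, with 1 to 7 reads per library. In the authors' deposited normalized counts, which are counts divided by a size factor per library, its mean was 2.98 ± 2.76 (SD, n = 4). Computed here from the counts and a total exon length of 8313 nt, its level was 0.0192 ± 0.0165 TPM (SD, n = 4). At these depths 1 read is a large part of the value, so the wild-type level is known only roughly.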

Even though, we observed an 18-fold increase in *Elavl2* mRNA in L2-fKO, *Elavl2* expression in the wild-type spleen is remarkably low (3.0 ± 2.7 TPM), below the detectable levels of Northern or immunoblot assays in splenic samples (not shown). This low expression explains the limited stabilization potential of ELAVL2, under normal conditions, in the spleen. The *Elavl2* mRNA expression in the L2-fKO spleen was ∼54 TPM, which is still considered below moderate levels. 

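In the L2-fKO spleens, *Elavl2* had 53 to 112 reads per library. Its mean in the authors' deposited normalized counts was 83.4 ± 32.8 (SD, n = 4), and its level computed from the counts was 0.577 ± 0.149 TPM (SD, n = 4).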

ELAVL2 expression in the wild-type spleen is probably maintained at a low level by ARE-mediated ZFP36L2 induced degradation. Most ZFP36L2 target mRNAs are expressed at high levels (25); however, *Elavl2* does not belong to this category because of its low expression in the spleen. In the brain, where ELAVL2 is highly expressed, ZFP36L2 is barely detectable in normal conditions (21); thus, it is not surprising that there are no major effects on *Elavl2* expression in the total brain in the absence of ZFP36L2 (Supplementary Figure S11).

Interpreting the observed differences in the distributions of RNA motifs is complex because the cell compositions of the L2-fKO spleens seem to be different than the wild type (i.e. there is a decrease number of erythrocyte lineages (Figure 1D) and because of the compounding ELAVL2 stabilization effect on some ARE containing transcripts. Future single cell RNA-seq analyses on specific cell populations combined with deconvolution of bulk RNA-seq data (52) will yield further insight into these intricate networks of post-transcriptional regulation.

Our investigation of the tissue specificity of ZFP36L2 targeting reveals a complex network of post-transcriptional regulation. ZFP36L2 seems to have a different ARE-targeting profile compared with the prototypical family member, ZFP36. It is likely that each ZFP36 family member has subtle differences in their binding specificity, which ultimately dictates their function. The lack of overlap between upregulated genes in the four transcriptome profiling experiments performed to date, two from this work and (24,25), indicates a high level of tissue specificity in ZFP36L2 targeting *in vivo*. Although, meta-analysis of differential gene expression can identify common features of RNA-binding protein targets, it is difficult to use these general features to predict functional targets. Careful biochemical confirmation of binding combined with effects of overexpression are necessary to establish novel specific targets of RNA-binding proteins. A particularly interesting aspect ZFP36L2-targeting of *Elavl2* mRNA is that these two genes are not co-expressed post-development in the same tissues. In the spleen, it appears that *Elavl2* is effectively suppressed by ZFP36L2, and this suppression may function to prevent ELAVL2 from stabilizing some specific RNAs. It is therefore clear that tissue specificity of a given RNA binding protein is driven in part by the presence or absence of other RNA binding proteins in these tissues, thus revealing these complex interaction networks is key to understanding the physiological roles of this central class of proteins.

## ACCESSION NUMBERS

Differential expression results and RNA-seq reads are provided in the gene expression omnibus (GEO Accession ID GSE168729).

## Supplementary Material

gkac209_Supplemental_File Click here for additional data file.

# Supplementary material for: Sequence and tissue targeting specificity of ZFP36L2 reveals Elavl2 as a novel target with co-regulation potential
**Source:** Nucleic Acids Res. 2022 Apr 5;50(7):4068–82. doi: 10.1093/nar/gkac209
**Supplement:** gkac209_Supplemental_File

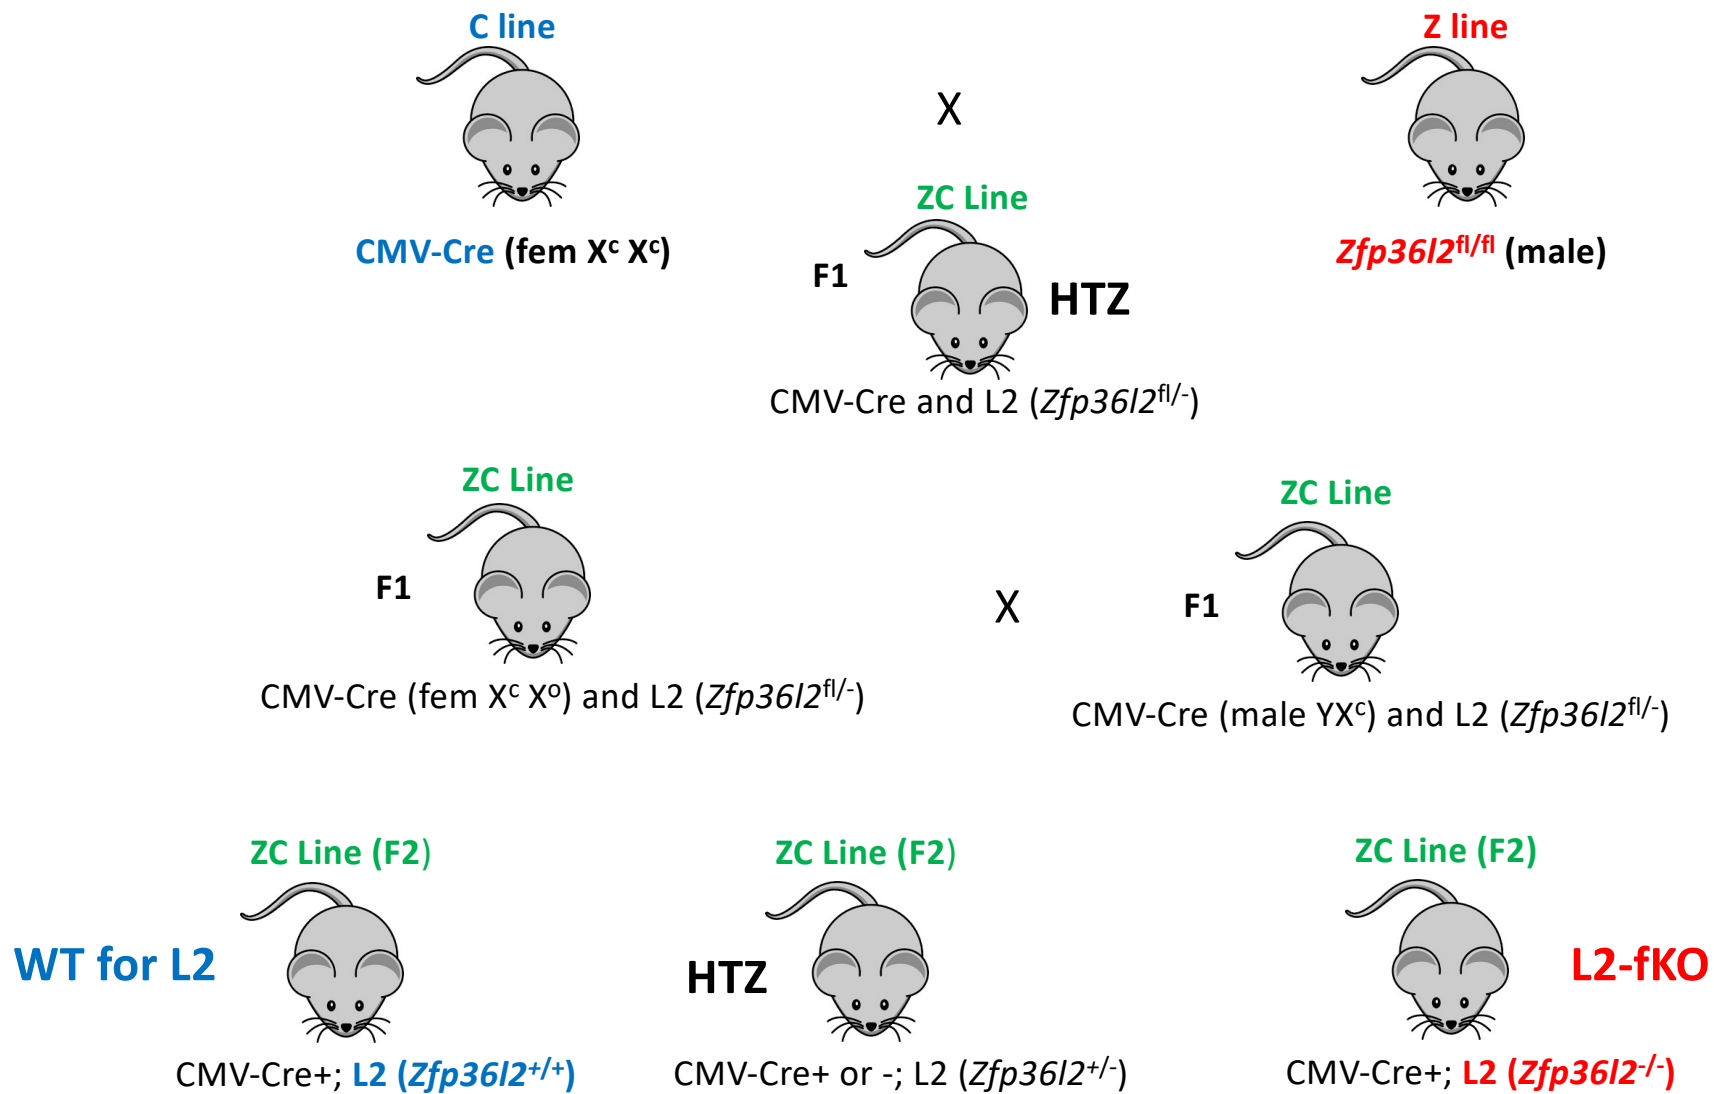

Figure S1

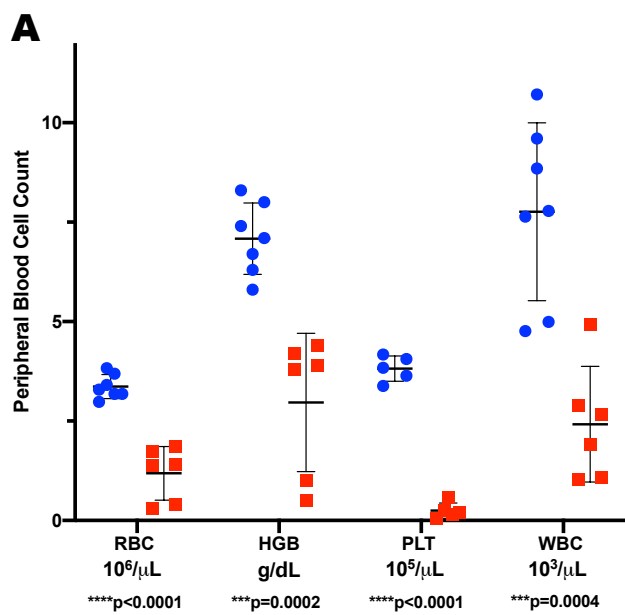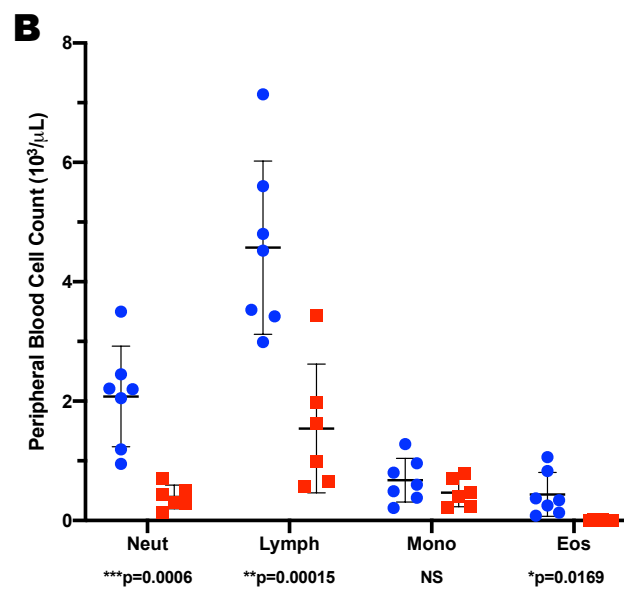

Figure S2

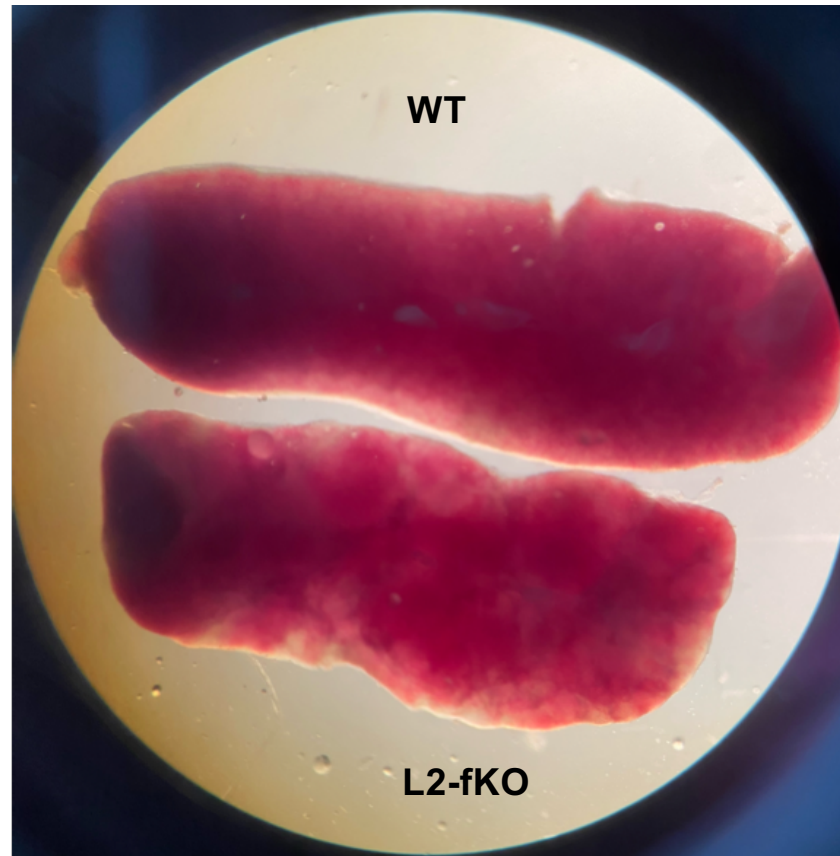

Figure S3

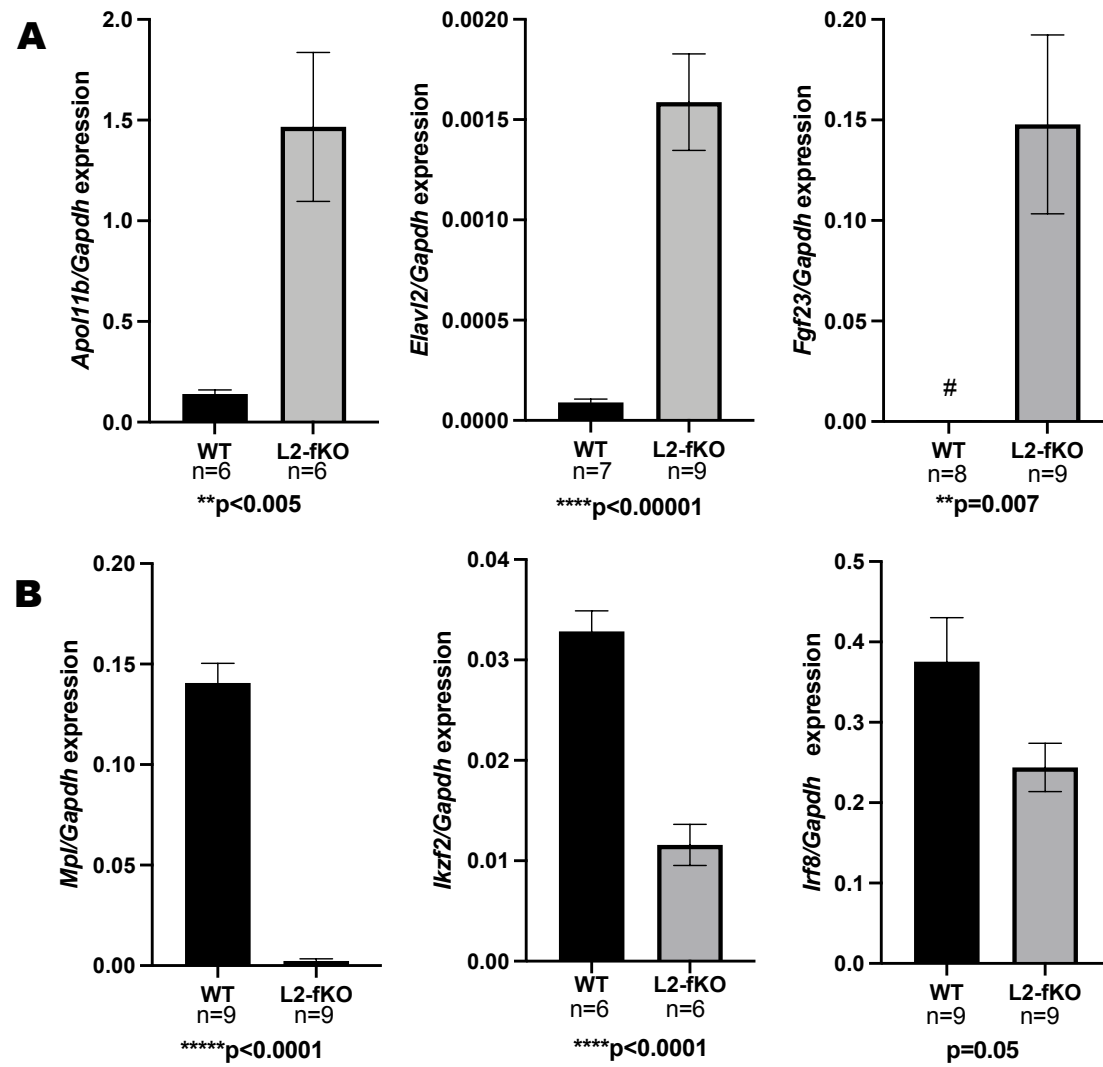

Figure S4

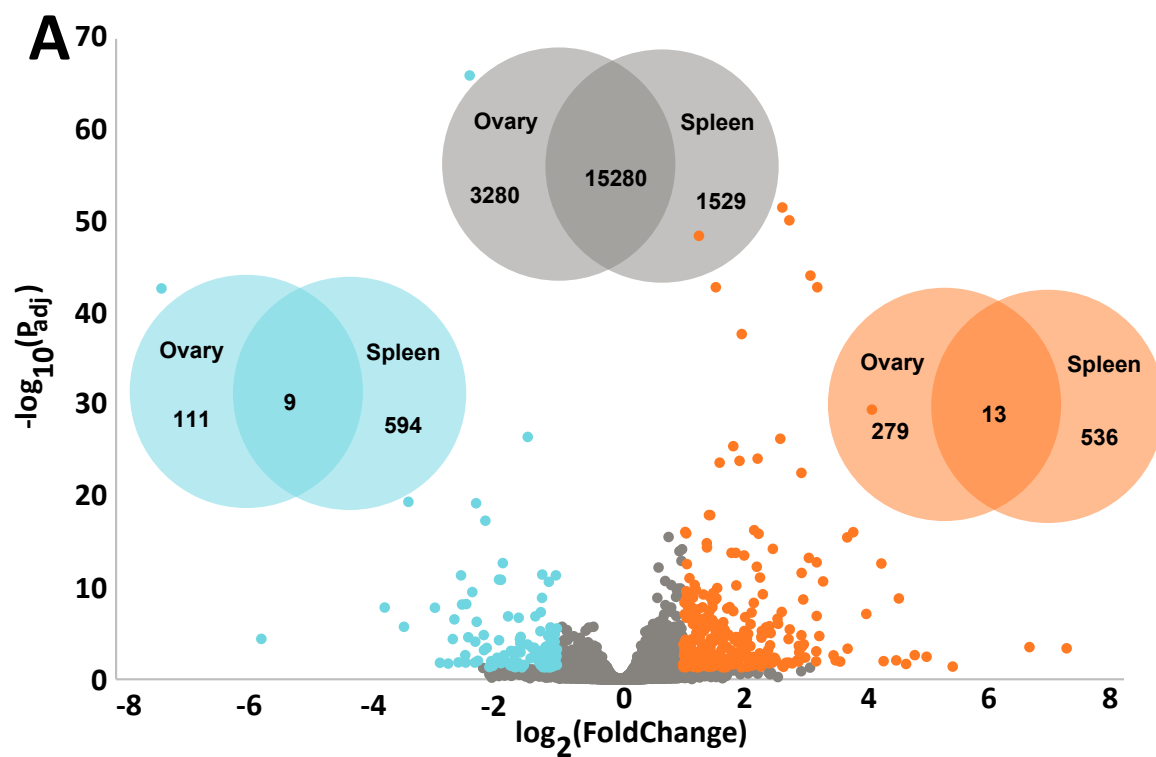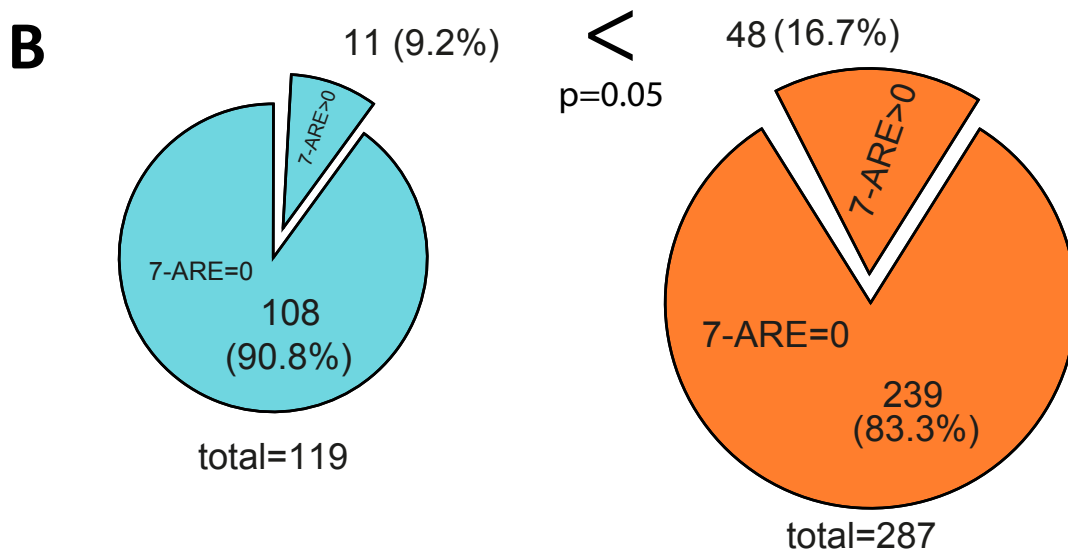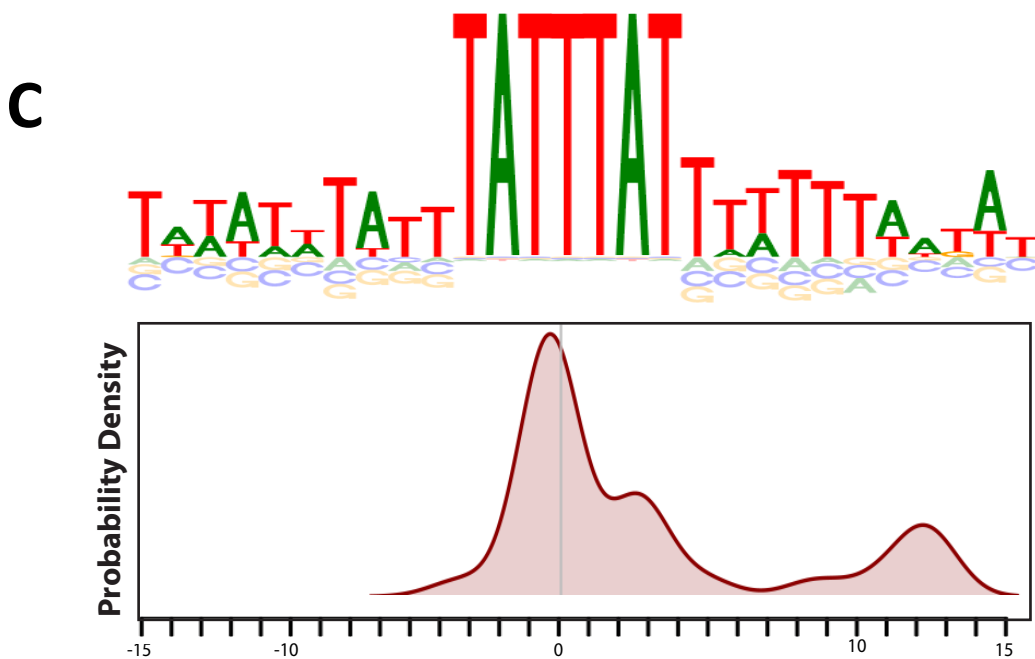

Figure S5

**A**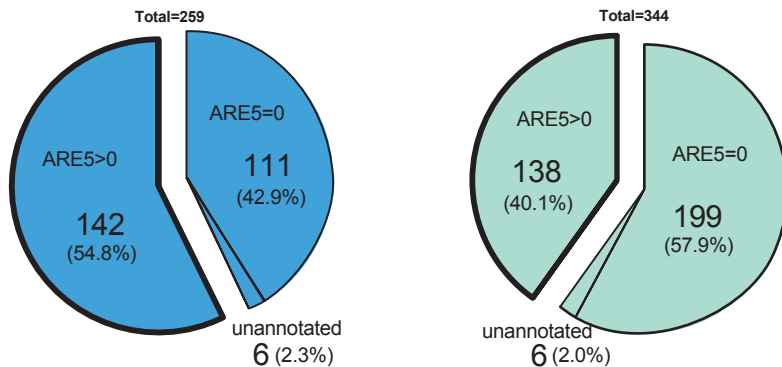**B**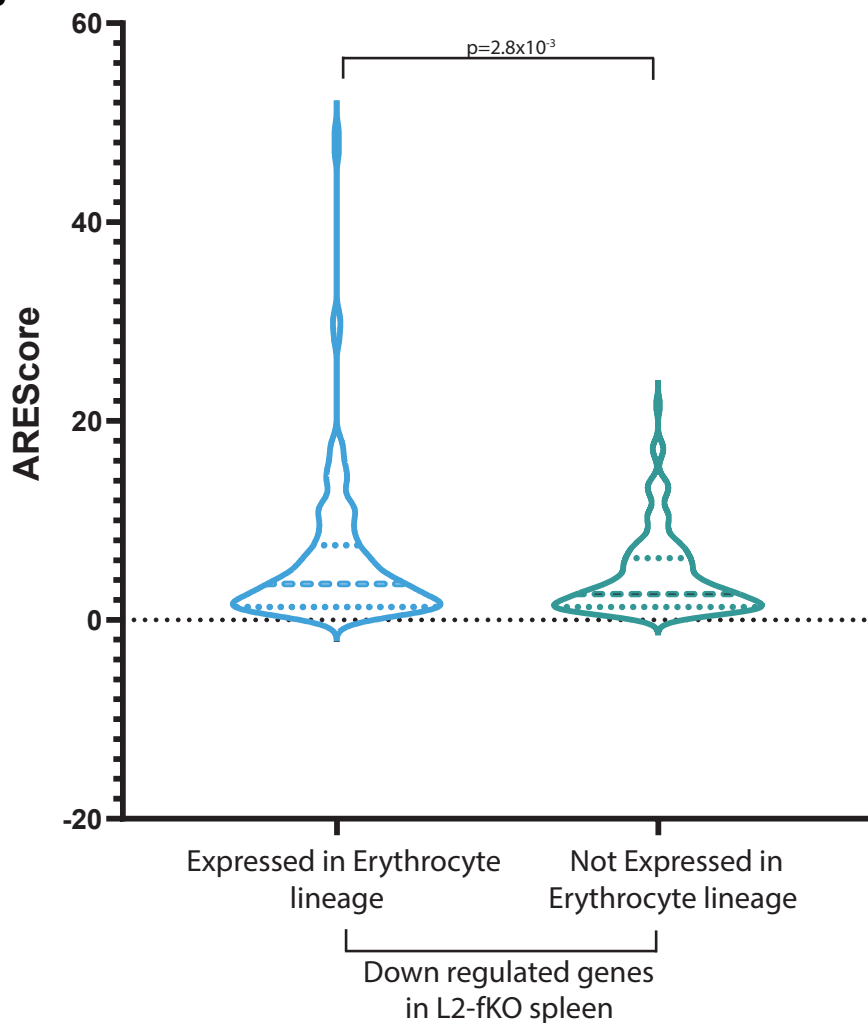

Figure S6

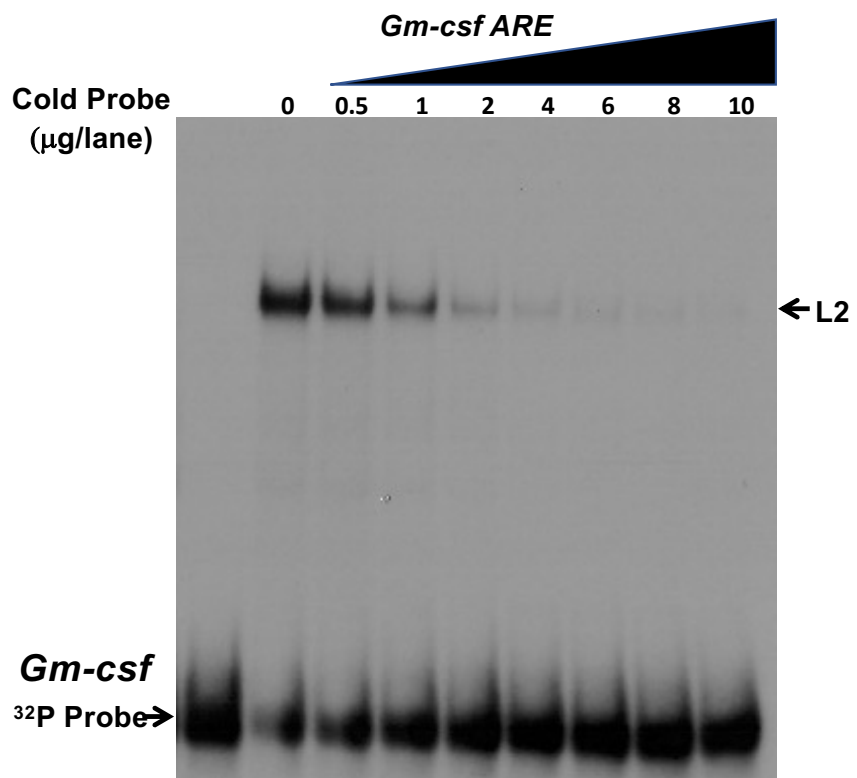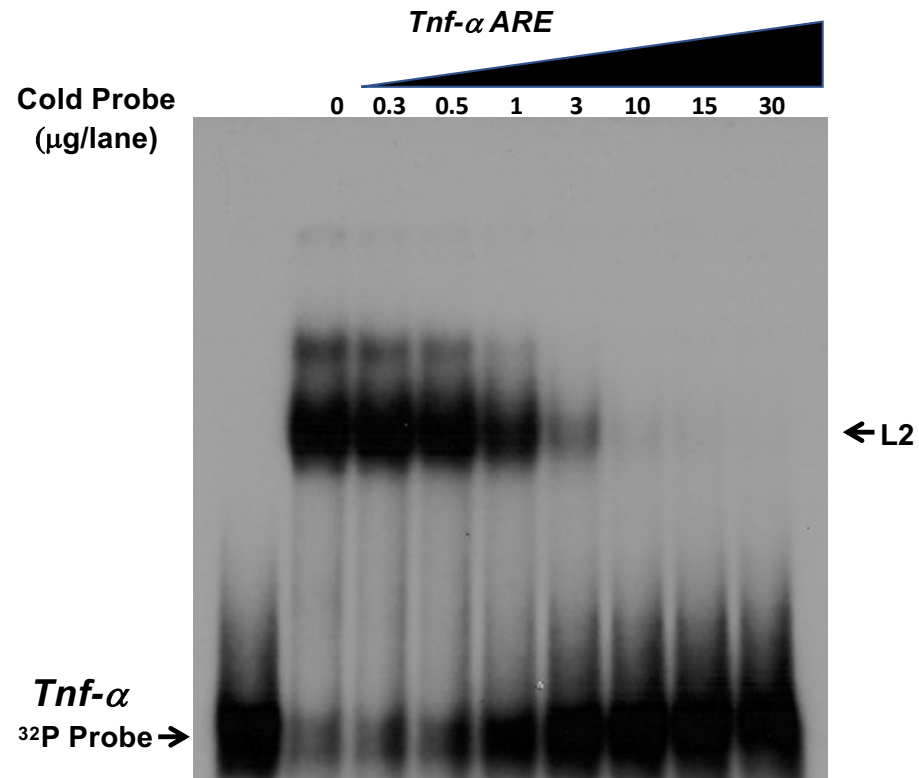

Figure S7

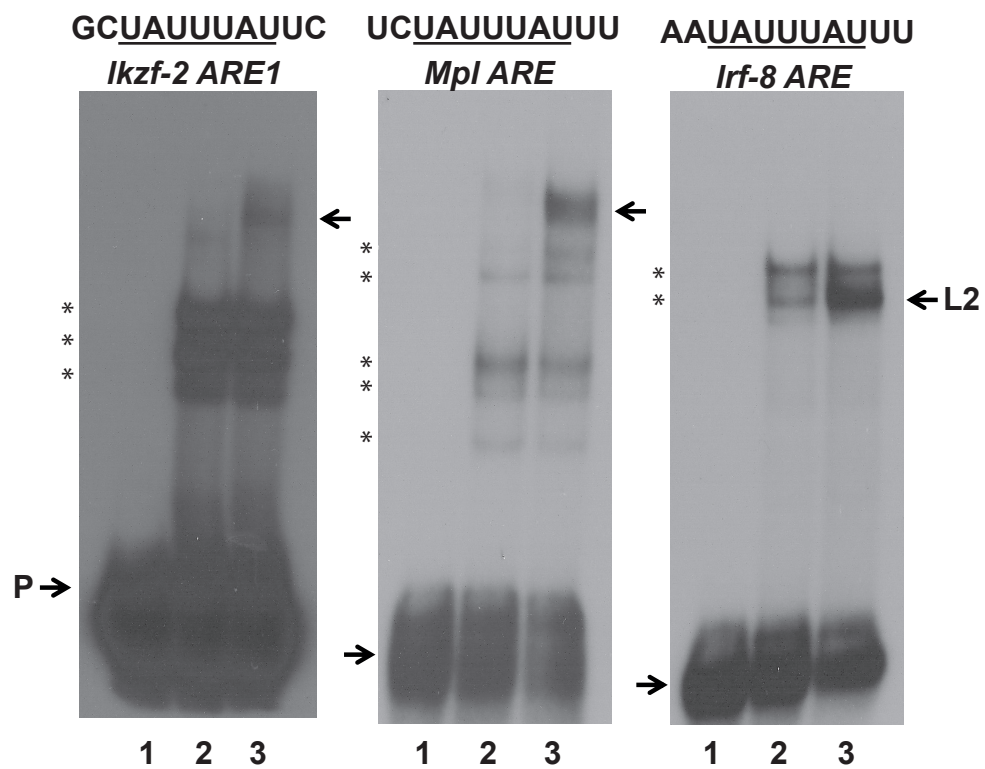

Figure S8

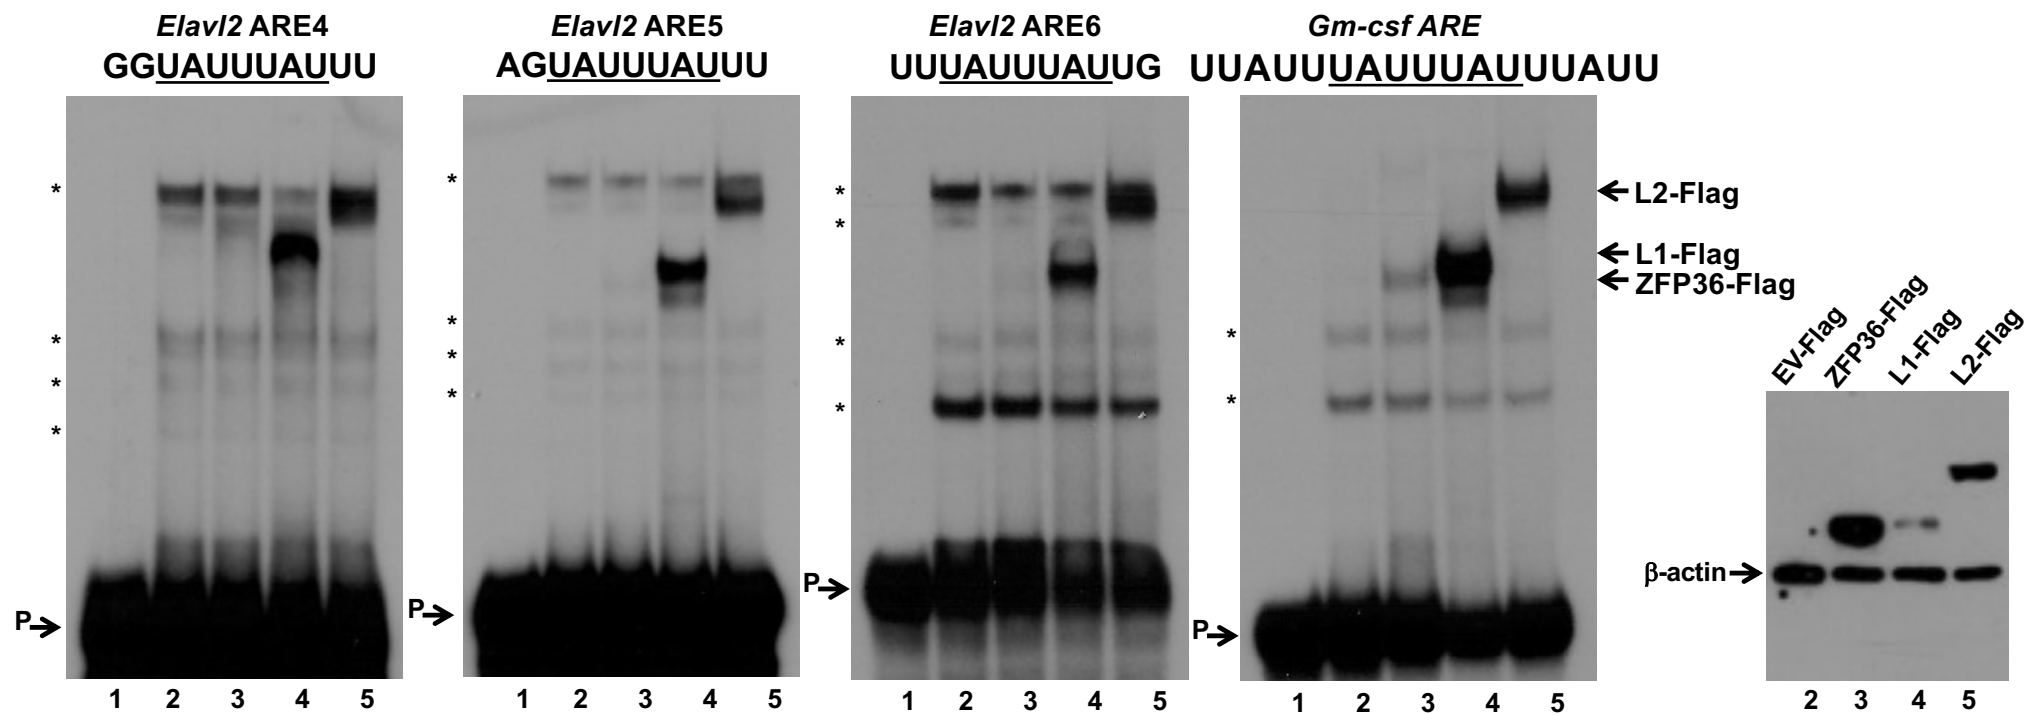

Figure S9

**A**

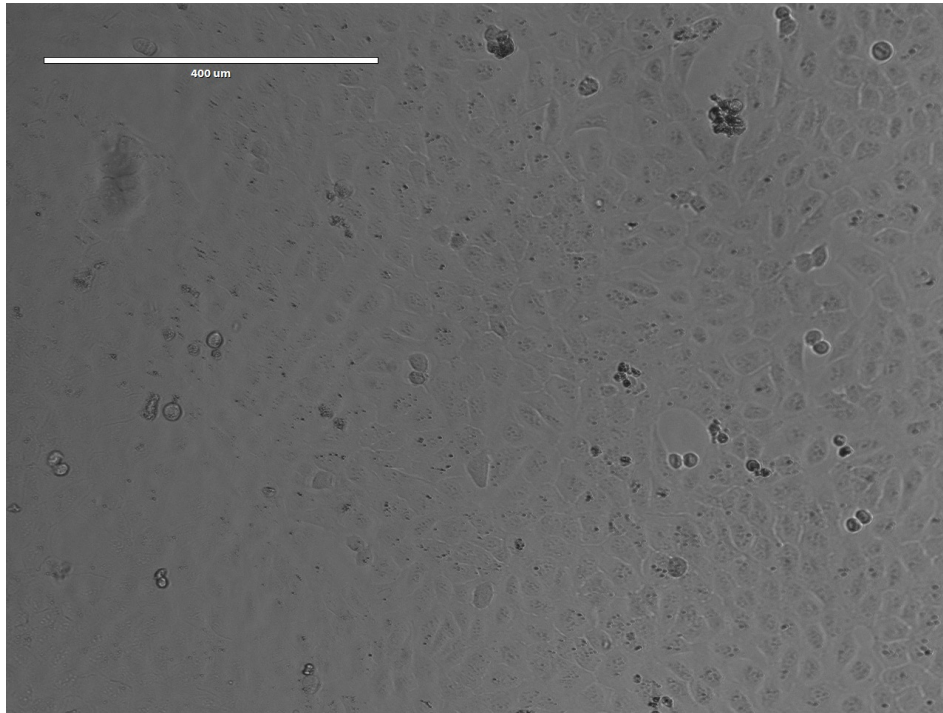

**B**

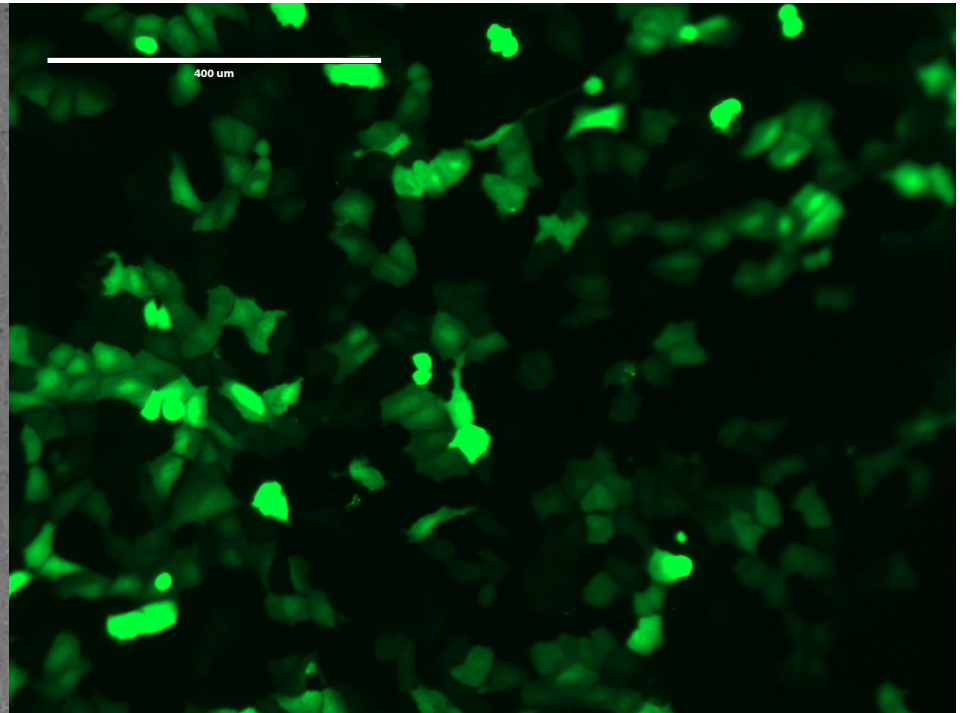

Figure S10

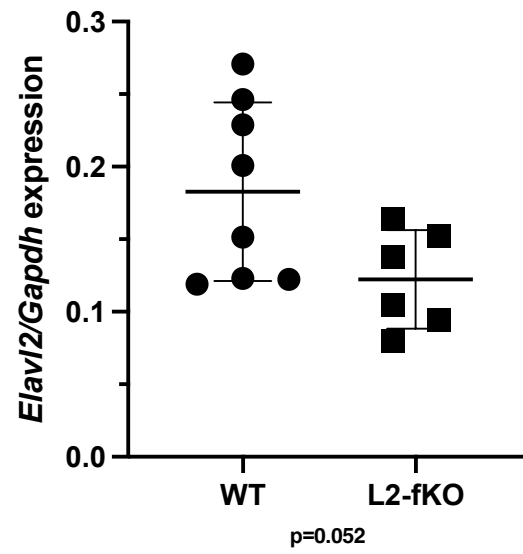

Figure S11

## SUPPLEMENTARY DATA

### **Supplemental Figure 1: Schematic crossing approach to generate the conditional mouse model lacking *Zfp36l2* in all tissues (L2-fKO).**

A conditional knockout of *Zfp36l2* was obtained by crossing CMV-Cre transgenic females (shown as line C) with the *Zfp36l2* floxed males (*Zfp36l2<sup>fl/fl</sup>*, represented as Line Z) to generate *Zfp36l2<sup>fl/-</sup>*; CMV-Cre in the first generation (F1). When *Zfp36l2<sup>fl/-</sup>*; CMV-Cre (F1) females were mated with *Zfp36l2<sup>fl/-</sup>*; CMV-Cre (F1) males, animals of both sex with both *Zfp36l2* recombined alleles were generated in the second generation (*Zfp36l2<sup>-/-</sup>*; CMV-Cre). These animals are referred as L2-fKO. Animals carrying both wild type copies of *Zfp36l2* and the Tg.CMV-Cre were used as wild type littermate controls for experiments.

### **Supplemental Figure 2: Analysis of circulating hematological cells during the first week of mouse life.**

**A)** Red blood cells (RBC), hemoglobin (HGB) and white blood cells (WBC) were counted from peripheral blood from wild type (blue circles, n=7) and L2-fKO (red squares, n=6) mice from neonatal day 6 to day 8 animals; counts for platelets (PLT) were derived from five animals in each group. **B)** White blood cell differential counts were obtained from these same animals. Horizontal prominent central bars are mean, vertical bars are  $\pm$  SD, and *p* values were calculated using Student's t-test.

**Supplemental Figure 3: Macroscopic anatomy of the spleen.** Representative splenic images from age-matched wild type and L2-fKO mice photographed at 3X magnification.

### **Supplemental Figure 4: Measurement of mRNA levels by qRT-PCR of selected up- and downregulated genes identified by RNA-seq.**

**A)** *Apol11b*, *Elavl2* and *Fgf23* were expressed at significantly higher levels in the L2-fKO compared with wild type spleen (upper panel). **B)** Other genes, such as *Ikzf2*, *Mpl* and *Irf8*, despite containing a 7-mer (UAUUUAU) in their 3'UTRs, were expressed at decreased levels in L2-fKO. Values are mean  $\pm$  SEM, and *p* values were calculated using Student's t-test.

### **Supplemental Figure 5: Differential gene expression analysis of L2-fKO ovaries and comparison with spleen.**

**A)** Volcano plot of differential gene expression of wild type (n=3) vs L2-fKO (n=3) ovaries, with cut off  $|\log_2FC| > 1$  and adjusted *p*-value  $< 0.05$ . 

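The volcano plot of Supplementary Figure S5A plots the log2 fold change of each ovary gene against its adjusted p, for 3 wild-type and 3 L2-fKO ovaries. The authors' deposited table of this comparison lists 18603 genes, of which 292 are upregulated and 120 downregulated at the limits of the figure, and 9 have no p. Its genes have at least 61 recovered reads over the 6 libraries. Of the calls in this table, limma called 135 of the upregulated and 42 of the downregulated genes here.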

The 132 downregulated genes are colored blue, and the 287 upregulated genes are colored orange. The remaining 19,837 genes were not differentially expressed genes and are plotted in gray. The gray Venn diagram illustrates all genes expressed in ovary and spleen detectable by RNA-seq. Venn diagrams in blue and orange represent genes differentially down- and upregulated, respectively, in both tissues. **B)** Occurrence of 7-mer (UAUUUAU) AREs in the 3'UTR of genes detected in the ovary. Left and right pie chart corresponds to downregulated (blue) and upregulated (orange) genes in ovarian samples, respectively. Note that in the pie charts, poorly annotated transcripts, for which we could not identify a 3'UTR were excluded. *p* values were calculated using a Kolmogorov-Smirnov test. **C)** Sequence logo and probability density of 'de novo' motif discovery using

BaMMotif on the sequences of the 3'UTRs from the upregulated genes in the ovary that contained one or more 7-mer AREs.

**Supplemental Figure 6: AREScore analysis of downregulated genes in the L2-fKO spleen and also present in the erythrocyte lineage.** Overlap between downregulated genes in the L2-fKO spleen and also expressed in the erythrocyte lineage (24) was computed and resulted in two lists of down regulated genes, i.e., genes either expressed (left) or not expressed (right) in the erythrocyte lineage. **A)** Among them, 259 genes were expressed in both the erythrocyte lineage and found to be downregulated in the present study (left pie chart, cyan); thus, these genes were considered erythrocyte lineage-specific. The other 344 genes were not expressed in erythrocyte lineage but were downregulated in the L2-fKO spleen and considered splenic-specific genes (green, right pie chart). The pie charts reveal that the overlapping genes (cyan) had a higher portion (54.8%) of at least one 5-mer ARE motifs in their corresponding 3' UTRs compared with the splenic-specific genes (40.1%). Note that in both charts we identified and counted the ncRNAs, which comprised about 2%, and which do have identifiable 3'UTRs. **B)** Overlapping genes, simultaneously expressed in the erythrocyte lineage and downregulated in the L2-fKO spleen (cyan violin plot), had statistically different distributions of AREScore when compared with the non-erythrocyte lineage genes downregulated in the L2-fKO spleen (green violin plot); a Kolmogorov–Smirnov analysis was performed ( $p=2.8 \times 10^{-3}$ ). The AREScore numbers were higher in the overlapping genes (cyan violin plot). This observation partially explained why we observed higher AREScores in the L2-fKO splenic downregulated genes (Figure 2D) because the cells that would express these genes, i.e., the erythrocyte lineages, were absent in the L2-fKO spleen.

**Supplemental Figure 7: Competitive dose response of ZFP36L2 binding to two classical ZFP36 targets.** Both RNA electrophoretic mobility shift assays were performed by incubating  $0.2 \times 10^5$  cpm of labeled probes in the presence of increasing amounts of cold probe (shown on top) and fixed amount of protein extracts (10  $\mu$ g per lane) expressing ZFP36L2. The migration of each probe in the absence of any added protein is shown in the first lanes and corresponds to *Gm-csf* ARE and *Tnf- $\alpha$*  probes, left and right, respectively. Arrows to the right indicate complexes containing ZFP36L2 and labeled probes.

**Supplemental Figure 8: ZFP36L2 binding to additional RNA containing ARE probes.** RNA electrophoretic mobility shift assays were performed by incubating  $0.2 \times 10^5$  cpm of different ARE 7-mer probes, *Ikzf2* ARE1 (left), *Mpl* (middle) and *Irf8* (right panel), with protein extracts (10  $\mu$ g per lane) from HEK 293 cells transfected with a vector that expressed an RNA-binding mutant of ZFP36L2-C176S (lanes 2) or with a vector that expressed wild type ZFP36L2 (lanes 3). Lanes 1 show the migration of the probe in the absence of any protein. Incubation of protein extracts containing the ZFP36L2 RNA-binding mutant (lanes 2) produced nonspecific bands (indicated by asterisks). These nonspecific bands likely correspond to complexes of endogenous proteins present in HEK 293. Arrows to the right indicate complexes containing ZFP36L2 and labeled probes that contained a single ARE of the 7-mer type.

Arrows to the left point to the original migration of the probes (P) without any protein present. Shown at the top of each panel is a partial nucleotides sequence present in the ~30 nucleotide long probe, including the 7-mer ARE (underlined) flanked by adjacent nucleotides on each side.

**Supplemental Figure 9: Binding of ZFP36 family members to RNA probes containing the 7-mer type ARE.** RNA electrophoretic mobility shift assays were performed by incubating with  $0.2 \times 10^5$  cpm of different ARE probes; *Elavl2* ARE4, *Elavl2* ARE5, *Elavl2* ARE6 and *Gm-csf*, with 10  $\mu$ g of protein extract from HEK 293 cells transfected with a vector that express Flag, ZFP36-Flag, ZFP36L1-Flag or ZFP36L2-Flag (lanes 2, 3, 4 and 5, respectively). Shown at the top of each panel is a partial nucleotides sequence present in the ~30 nucleotide long probe, including the 7-mer ARE (underlined). Lane 1 of each gel shows the migration of the probe in the absence of any protein (P). Protein extracts derived the Flag empty vector (lanes 2) were incubated with each probe producing nonspecific bands (indicated by asterisks), which were also present in the other protein extracts. These nonspecific bands likely correspond to complexes of endogenous proteins present in HEK 293. Arrows indicate complexes containing ZFP36L1-Flag (L1) and ZFP36L2-Flag (L2) with labeled probes containing a single ARE of the 7-mer type. Note that ZFP36-Flag did not bind to any of the probes containing an isolated 7-mer ARE, but did bind to the *Gm-csf* probe which contains adjacent AREs. All protein extracts contained similar levels of proteins, except for higher expression of ZFP36-Flag as shown by immunoblotting (insert to the right).

**Supplemental Figure 10: Transfection efficiency of U2-OS cells using a GFP construct.** **A)** Bright field picture of U2-OS cells using a 10x magnification lens was taken 24 hours after transfection. **B)** The same field was then microphotography using 10x magnification fluorescent lens to visualize the of GFP transfected cells.

**Supplemental Figure 11: Measurement of *Elavl2* mRNA levels in wild-type and L2-fKO brain by qRT-PCR.** Total RNA was isolated from wild-type (circles, n=8) and L2-fKO (squares, n=6) murine brains, from age matched animals at day 6 to day 8 of life. Total RNA was subjected to DNase treatment and then used to generated cDNA. Thick horizontal central bars are mean, vertical bars are  $\pm$  SD, and *p* value was calculated using Student's t-test.

**Table S1: Gene Ontology analysis of upregulated genes in L2-fKO spleens using Fisher's t-test and FDR correction**

| <b>Gene Ontology<br/>Biological Process</b>                | <b>Total<br/>Genes</b> | <b>Observed</b> | <b>Expected</b> | <b>Fold<br/>Enrichment</b> | <b>p-value</b> | <b>False<br/>Discovery Rate</b> |
|------------------------------------------------------------|------------------------|-----------------|-----------------|----------------------------|----------------|---------------------------------|
| regulation of response to stimulus (GO:0048583)            | 3964                   | 151             | 87.08           | 1.73                       | 4.35E-12       | 3.42E-08                        |
| positive regulation of biological process (GO:0048518)     | 6356                   | 213             | 139.62          | 1.53                       | 2.73E-12       | 4.30E-08                        |
| positive regulation of response to stimulus (GO:0048584)   | 2297                   | 102             | 50.46           | 2.02                       | 1.42E-11       | 7.46E-08                        |
| cell surface receptor signaling pathway (GO:0007166)       | 1937                   | 90              | 42.55           | 2.12                       | 3.06E-11       | 9.63E-08                        |
| response to external stimulus (GO:0009605)                 | 2425                   | 105             | 53.27           | 1.97                       | 2.67E-11       | 1.05E-07                        |
| external encapsulating structure organization (GO:0045229) | 272                    | 28              | 5.97            | 4.69                       | 8.63E-11       | 1.70E-07                        |
| extracellular structure organization (GO:0043062)          | 271                    | 28              | 5.95            | 4.7                        | 7.98E-11       | 1.80E-07                        |
| extracellular matrix organization (GO:0030198)             | 270                    | 28              | 5.93            | 4.72                       | 7.38E-11       | 1.94E-07                        |
| response to stimulus (GO:0050896)                          | 8591                   | 259             | 188.71          | 1.37                       | 2.14E-10       | 3.37E-07                        |
| immune response (GO:0006955)                               | 1744                   | 82              | 38.31           | 2.14                       | 1.93E-10       | 3.37E-07                        |

**Table S2. Binding and non-binding motifs for ZFP36L2 based on gel shift assays**

|                          | <b>Binding Motif</b>               | <b>Transcript</b>    | <b>species</b> | <b>Newly tested</b> | <b>Previously tested</b>          |
|--------------------------|------------------------------------|----------------------|----------------|---------------------|-----------------------------------|
| 1                        | GC <b>UAUUUAUUC</b>                | <i>Ikzf2</i> ARE1    | murine         |                     | Makita <i>et al.</i> , 2020 (27)  |
| 2                        | GA <b>UAUUUAUUU</b>                | <i>Ikzf2</i> ARE2    | murine         |                     | Makita <i>et al.</i> , 2020 (27)  |
| 3                        | CA <b>UAUUUAUAA</b>                | <i>Ikzf2</i> ARE3    | murine         |                     | Makita <i>et al.</i> , 2020 (27)  |
| 4                        | UC <b>UAUUUAUUU</b>                | <i>Mpl</i> -WT       | murine         | 1                   |                                   |
| 5                        | U <b>AUAUUUAUUU</b>                | <i>Mpl</i> -Mut      | murine         | 2                   |                                   |
| 6                        | AA <b>UAUUUAUUU</b> * <sup>1</sup> | <i>Irf8</i>          | murine         | 3                   |                                   |
| 7                        | UU <b>UAUUUAUUG</b>                | <i>Nfix</i>          | murine         | 4                   |                                   |
| 8                        | AA <b>UAUUUAUCU</b>                | <i>Lhr</i> -WT ARE1  | murine         |                     | Ball <i>et al.</i> , 2014 (22)    |
| 9                        | AU <b>UAUUUAUUU</b> * <sup>2</sup> | <i>Lhr</i> -Mut ARE1 | murine         |                     | Ball <i>et al.</i> , 2017 (12)    |
| 10                       | AU <b>UAUUUAUUU</b> * <sup>2</sup> | <i>Lhr</i> ARE2      | human          |                     | Ball <i>et al.</i> , 2017 (12)    |
| 11                       | AA <b>UAUUUAUGU</b>                | <i>Rest</i>          | murine         |                     | Cargnin <i>et al.</i> , 2014 (35) |
| 12                       | UU <b>UAUUUAUUG</b> * <sup>3</sup> | <i>Notch</i>         | murine         |                     | Hodson <i>et al.</i> , 2010 (36)  |
| 13                       | UA <b>UAUUUAUUC</b>                | <i>Ldlr</i>          | human          |                     | Adachi <i>et al.</i> , 2014 (39)  |
| 14                       | GG <b>UAUUUAUUU</b>                | <i>Elavl2</i> ARE4   | murine         | 5                   |                                   |
| 15                       | AG <b>UAUUUAUUU</b>                | <i>Elavl2</i> ARE5   | murine         | 6                   |                                   |
| 16                       | UU <b>UAUUUAUUG</b> * <sup>3</sup> | <i>Elavl2</i> ARE6   | murine         | 7                   |                                   |
| 17                       | CU <b>UAUUUAUGA</b>                | <i>Star</i>          | murine         |                     | Duan <i>et al.</i> , 2009 (40)    |
| 18                       | CU <b>UAUUUAUUG</b>                | <i>Star</i>          | murine         |                     | Duan <i>et al.</i> , 2009 (40)    |
| 19                       | AA <b>UAUUUAUUU</b> * <sup>1</sup> | <i>Apol11b</i>       | murine         | 8                   |                                   |
| <b>Non-binding Motif</b> |                                    |                      |                |                     |                                   |
| 1                        | AUA <b>AUUUA</b> GAA               | <i>Lhr</i> -WT ARE2  | murine         |                     | Ball <i>et al.</i> , 2014 (22)    |
| 2                        | GAA <b>AUUUA</b> AAG               | <i>Lhr</i> -WT ARE3  | murine         |                     | Ball <i>et al.</i> , 2014 (22)    |
| 3                        | UGG <b>AUUUA</b> GGA               | <i>Lhr</i> -WT ARE1  | human          |                     | Ball <i>et al.</i> , 2017 (12)    |
| 4                        | GAA <b>AUUUA</b> AAA               | <i>Lhr</i> -WT ARE3  | human          |                     | Ball <i>et al.</i> , 2017 (12)    |
| 5                        | UAU <b>AUUUA</b> AAA               | <i>Elavl2</i> ARE1   | murine         | 9                   |                                   |
| 6                        | UGA <b>AUUUA</b> CAG               | <i>Elavl2</i> ARE2   | murine         | 10                  |                                   |
| 7                        | UCC <b>AUUUA</b> UAU               | <i>Elavl2</i> ARE3   | murine         | 11                  |                                   |
| 8                        | CUG <b>AUUUA</b> AAG               | <i>Fgf23</i>         | murine         | 12                  |                                   |

How the deposited data were processed for this re-analysis (not part of the article)

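Poly(A) RNA was sequenced from the spleens of 4 wild-type and 4 L2-fKO mice and from the ovaries of 3 wild-type and 3 L2-fKO mice, 14 libraries in all, with 1 animal per library. L2-fKO spleen 3 and L2-fKO ovary 1 are from the same animal. The sample labels give the source of the spleen libraries as spleen organoid and the knockout as L2-cKO; these were taken to be the spleens and the L2-fKO of the paper. In the labels 2 wild-type spleens carry the replicate number 3, and the male one of these was taken as wild-type spleen 4. Levels of the sex-linked genes *Xist* and *Ddx3y* were checked against the sex in each spleen label: *Xist* had a normalized count of 12510.0, 40990.0 and 12810.0 in the 3 spleens labelled female and 13.1 to 59.8 in the others, and *Ddx3y* had 5.66, 5.96 and 5.43 in the females and 2812 to 3464 in the males.

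The authors made the spleen counts by trimming the reads with Trimmomatic 0.36, mapping them with STAR 2.5.2b to Ensembl GRCm38 and counting unique reads in exons, by strand, with featureCounts of Subread 1.5.2. The count table as deposited holds 49315 genes, of which 35029 have at least 1 count. A table of signal values, normalized by the authors as the counts divided by 1 size factor per library, was checked against the counts and matches them within 4.9e-09. For the ovary the authors deposited such normalized signal values only within their table of the comparison, for 18603 genes. The plan had been edgeR if counts were given for the ovary, or else the authors' own calls, and it had no test for normalized values, so limma was chosen as the main ovary test after the kind of value was seen. Each value is a whole multiple of a step of its library, so reads were recovered. The log2 fold changes in the authors' tables are of L2-fKO over wild type from DESeq2, and the p-values and adjusted p-values in them are from the authors' DESeq2 Wald test with Benjamini-Hochberg adjustment. These tables hold 16836 genes for the spleen, 56 without a p, and 18603 for the ovary, 9 without a p. The lowest total in the spleen table is 81 counts and in the ovary table 61. The 8 per-sample columns of the authors' spleen table repeat the normalized values and were not used. The methods are given for the spleen, and the paper names the same technique for the ovary.

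The fits were made with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the other tests with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. For the spleen, edgeR's quasi-likelihood test with TMM normalization was used on genes with at least 10 counts in at least 4 libraries. For the ovary, limma with an intensity trend was used on log2(normalized count + 1), on genes with a value of at least 10 in at least 3 libraries. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The pipelines were tested on simulated counts with 200 genes changed by a log2 fold of 2. The spleen test recovered 191 of them (95.5%) with 2 false calls, the ovary test 200 with 7 false calls, and DESeq2 on the spleen 197 with 15 false calls. The changed genes were drawn only from genes with an expected count well above the filter. The recovery therefore does not cover genes with few reads or smaller changes.

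The counts per spleen library are 39138010 to 45167464. A gene with few reads is known with little precision at these depths, and the counting error of a gene is only part of its spread between animals. The differences between libraries of a group are larger than counting error, with a chi-square per degree of freedom of 7.86 to 236 between pairs of spleens and 11.94 to 57.53 between pairs of ovaries.

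Motifs were counted in the longest 3′UTR of each gene in GENCODE mouse release 21, which gives a 3′UTR for 21037 genes; 49056 genes of the count table have a record in it. Shares were compared with Fisher's exact test, numbers with the Kolmogorov-Smirnov test, and length was put in a logistic model as log2 3′UTR length. Extracellular matrix genes were taken from Reactome. The marker lists were tested with camera, with fry and with camera at a preset correlation of 0.01. *Thy1* is in the T cell and the fibroblast list, and reads of the near-identical *Hba* and *Hbb* copies in the erythroid list are uncertain. The lists of 28 pancreatic acinar and 10 pancreatic endocrine genes were written after 4 of the acinar genes (*Pnliprp1*, *Cel*, *Ctrb1* and *Cpa1*) had been seen.

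The samples, the comparisons, the main spleen settings, the marker lists of the 8 lineages and states and most alternatives were set before the data were examined. The alternatives for the ovary calls other than adjusted p as the only limit, the overlap with the deleted gene left out, the counts on recovered reads, DESeq2 with the filter of the authors' table, the calls of the authors' tables for the overlap and for the ovary 7-mers, the Kolmogorov-Smirnov test on the authors' calls, genes without a 3′UTR counted as lacking the motif, the ovary 7-mers against genes not called, the groups of genes by 3′UTR length, the extracellular matrix in downregulated genes, and the combination of more than 10 GAAA with more than 1 UAUUUAU were chosen after seeing the data. The alternatives were DESeq2, RLE and upper-quartile factors, no or a stricter filter, sex as a covariate, male libraries only, a replicate block, each library left out, other pseudocounts, the 3′UTR of median length and coding genes with a 3′UTR of at least 50 nt.

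Genes were named by a rule set before the data were examined: genes that the paper names; in each direction the 5 called genes with the largest log2 fold change among those whose groups do not overlap and whose mean is at least 100 in the higher group; genes upregulated in both organs; the 5 upregulated genes with the most UAUUUAU; sex-linked genes; and the 3 most abundant genes of each marker list. The rule gives 66 genes, and some of them are not reported here. *Car1*, *Lat*, *Cd5l*, *Lum*, *Pdgfra*, *Pdgfrb*, *Kif17*, *Robo3*, the extracellular matrix genes and the pancreatic genes fall outside it and were named after their values were seen. The ARE score, the motif discovery, the Gene Ontology terms and the gene lists of erythroid cells, oocytes and ELAVL2 were not analysed here.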

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

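The tests of the share of counts in a few genes and of counting noise were chosen only after the results were seen.

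Some libraries lay far from the others of their group, by a gap beyond the 95% critical value of Dixon's test. Of 78 groups of 4 libraries that were looked at, 7 had such a library, and chance gives about 1 in 20, or 3.9. In wild-type spleen 4, *Elavl2* had a normalized count of 7.075 (0.994 to 2.02 in the others). In wild-type spleen 1, *Apol11b* had 5557 (2667 to 2921 in the others) and *Irf8* had 8679 (4578 to 5261). In L2-fKO spleen 4, *Ikzf2* had 276.3 (124.9 to 142.9), *Serpina3b* had 2.558 (0 in the others), the macrophage list had a mean log2 CPM of 8.093 (7.26 to 7.35) and the fibroblast list 6.014 (5.68 to 5.74).

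The values are divided by the library size with its TMM factor, and the shares below are of the counts before that. In L2-fKO spleen 4 the 10 genes with the most counts did take a smaller share, 6.9% against 8.4 to 10.3% in the others, but this raises the other genes 1.03 times, which argues against it as the whole source, since *Ikzf2* was at 1.93 times the highest of the others, the macrophage list at 1.68 times and the fibroblast list at 1.21 times. In wild-type spleen 1 the share of the 10 genes moves the other genes 0.988 times, which argues against the same explanation, since *Apol11b* was at 1.90 times the highest of the others and *Irf8* at 1.65 times. A difference in the cells or the age of these animals stays open and was not tested.

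For *Elavl2* in wild-type spleen 4, counting noise may be enough, since random placement of the 12 reads over the 4 libraries gave a library as high in a share of 0.058. For *Serpina3b* in L2-fKO spleen 4 counting noise stays open, since its 3 reads give a share of 0.063 at the least. No biological explanation was tested for these.

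The effect of the deletion differed between the organs for *Zfp36l2* (spleen minus ovary -1.673, edgeR quasi-likelihood test of the interaction over the reads of both organs, with Benjamini-Hochberg adjustment, adjusted p = 9.45e-04) and *Elavl2* (4.227, adjusted p = 4.9e-04); 12 genes of the paper were tested, and not each of them is reported here. *Elavl2* had a normalized count of 4072 ± 225 (SD, n = 3) in wild-type and 5912 ± 1624 (SD, n = 3) in L2-fKO ovaries, a log2 fold change of 0.50. An effect of the organ itself stays open and was not tested. For *Zfp36l2* the share of cells in which it was deleted was not tested here either. The paper reports complete recombination, with PCR of spleen and ovary among other tissues.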

How the results depend on the processing

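Over the results that answer a comparison, 230 alternative values kept the direction and the side of the threshold, 11 were weaker, 10 stronger, 15 moved and 22 changed sign. For single genes 565 were the same, 45 weaker and 3 changed sign. The cause was not tested unless stated.

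The spleen calls kept within 1.5 times under each alternative, from 354 to 731 upregulated and from 351 to 711 downregulated. The numbers of the labels were tried as a replicate block: 411 genes were upregulated and 389 downregulated, or 405 and 449 with the wild-type spleens of number 3 exchanged. After the group means were removed, libraries of the same number correlated at -0.145, 0.097, 0.183 and -0.310 in the spleen and 0.382, 0.211 and 0.072 in the ovary, so the numbers were not taken as pairs.

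The ovary calls changed. DESeq2 on recovered reads called 292 upregulated and 120 downregulated, adjusted p as the only limit 227 and 65, and the replicate block 81 downregulated. With each library left out, 28 (without wild-type ovary 2) to 126 (without L2-fKO ovary 2) were upregulated and 4 to 72 downregulated, from fewer samples. With adjusted p only, 5 downregulated genes were shared by the organs (Fisher's exact test, one-sided, p = 0.103). At both limits of a call and with the deleted gene left out, chosen after seeing the data, 2 were (p = 0.0751 from the same Fisher test).

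With each library left out, *Zfp36l1* ranged from -0.035 without wild-type spleen 3 (and -0.013 without L2-fKO spleen 4) to 0.173, and *Irf8* from -0.177 without L2-fKO spleen 4 to 0.395.

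For the lists, Benjamini-Hochberg adjusted p-values under fry were 1.59e-05 (megakaryocyte), 0.0177 (neutrophil) and 0.00771 (fibroblast), and under camera with a preset correlation 7.15e-27, 7.59e-10 and 0.00097 in this order, and 0.00103 for macrophage. Leaving out libraries gave camera adjusted p-values of 0.591 to 0.997 (erythroid), 0.0464 without wild-type spleen 2 to 0.138 (megakaryocyte), and 0.615 to 0.997 (B cell, T cell and proliferation). The lean of the list changed sign without L2-fKO spleen 3 (erythroid, 0.964), without wild-type spleen 1 (B cell, T cell and proliferation, 0.959), and for proliferation also without wild-type spleen 2 (0.989) or L2-fKO spleen 1 (0.997), 2 (0.974) or 3 (0.964).

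With log2 3′UTR length in the model, odds ratios were 0.744 (5-mer, up), 0.807 (5-mer, down), 0.911 (7-mer, down), 1.003 (several 7-mers, down), 0.994 (GAAA) and 0.779 (GAAA with 7-mers). With the 3′UTR of median length they were 1.052 (5-mer, up), 1.026 (7-mer, up), 0.779 (7-mer, down), 1.114 (several 7-mers, down) and 1.856 (7-mer, ovary). The Kolmogorov-Smirnov distance for 7-mers in upregulated genes lay on the other side, at 0.028, and at 0.023 on the authors' calls. With libraries left out, the 7-mer odds ratio of upregulated genes ranged from 0.870 to 1.026 (without wild-type spleen 3), that of several 7-mers in downregulated genes from 0.797 to 1.069 (without wild-type spleen 1; 1.003 without L2-fKO spleen 2, 1.038 without 4), and that of GAAA with 7-mers from 1.178 to 1.91 (without wild-type spleen 3). The ovary 7-mer odds ratio was 2.321 with edgeR on recovered reads, 1.053, 0.667 and 0.618 without wild-type ovary 1, 2 or 3 and 2.429, 2.205 and 3.197 without L2-fKO ovary 1, 2 or 3.

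The genes with the fewest reads, among them wild-type *Elavl2* and *Fgf23*, are limited by depth; under the stricter filter they give no value.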

Differences from the paper's values

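The paper's adjusted p of *Elavl2* in the spleen is 2.3e-16, and edgeR gave 5.03e-04. No alternative set before the data were examined closes the gap; the nearest, the DESeq2 Wald test, gave 1.28e-14. DESeq2 with the filter of the authors' table, chosen after seeing the values, gave 2.19e-14 and drops 0 of the authors' called genes. The authors' deposited table gives 2.19e-14 for *Elavl2* too.

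For the ovary the paper gives 287 upregulated and 132 downregulated genes, and limma called 135 and 42. Of the alternatives set before the data were examined, adjusted p as the only limit (227) falls within 1.5 times of the paper's number for upregulated genes but not for downregulated genes (65). This setting has no limit on the fold change, unlike the paper's. It drops 157 of the 292 upregulated and 78 of the 120 downregulated genes in the authors' table, as many as the main limma calls do. DESeq2 on recovered reads, chosen after seeing the values, gave 292 and 120 and drops 0 of the genes called in the authors' table. The other alternatives, all chosen after seeing the values, do not.

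The paper gives 13 genes upregulated in both organs, and 6 were found; its figure gives about 9 downregulated in both in Fig. S5, read by eye, and 3 were found. None of the alternatives set before the data were examined reaches these at the limits of the paper. The calls of the authors' tables in both organs, chosen after seeing the values, gave 13 and 9 and drop 0 of these calls; with the deleted gene left out, also chosen after seeing the values, they gave 13 and 8 and drop that 1 gene.

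The paper's p of the 5-mer comparison with unchanged genes is 1.6e-10 for upregulated genes, and Fisher's exact test gave 0.172 here; no alternative falls near the paper's, and the Kolmogorov-Smirnov test, which the paper names, gave 0.811. For downregulated genes the paper's p is 0.07, and 1.26e-07 was found by Fisher's exact test. Of the alternatives set before the data were examined, 3′UTR length in the model (0.0897) falls near the paper's and the others do not, with 6.04e-06 from the Kolmogorov-Smirnov test.

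The share of unchanged genes with a 5-mer is about 37% in Fig. 2C, read by eye, and 69.8% was found; no alternative closes this gap. Of unchanged genes with a 5-mer, about 80% hold a 7-mer in Fig. 3C, read by eye, and 43.0% did here; no alternative was run for it.

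In the ovary about 17% of upregulated genes hold a 7-mer in Fig. S5B, read by eye, and 31.3% did here. The 3′UTR of median length, set before the data were examined, gave 24.2%, within 1.5 times; so did the fit without wild-type ovary 2, chosen after seeing the values (25.0%), which calls 28 upregulated genes. The p of this comparison is about 0.05 in Fig. S5B, read by eye, and 0.0258 by Fisher's exact test here; of the alternatives, only the fit without L2-fKO ovary 2, chosen after seeing the values, falls near it, at 0.0631, and it calls 126 upregulated genes.

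The paper's p for GAAA is 0.01, and Fisher's exact test gave 0.00107. No alternative set before the data were examined falls within 1.5 times of the paper's; the nearest were 0.00662 with the 3′UTR of median length and 0.00308 with the Kolmogorov-Smirnov test.

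The paper gives *Elavl2* as 3.0 ± 2.7 TPM in wild-type and 54 TPM in L2-fKO spleens, with the kind of error not named. TPM computed from the counts was 0.0192 ± 0.0165 (SD) and 0.577 ± 0.149 (SD). On the scale of the authors' normalized counts the values were 2.98 ± 2.76 (SD) and 83.4 ± 32.8 (SD), so the wild-type value of the paper matches on that scale.

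The paper states that the 3′UTRs of upregulated genes hold more 5-mers than those of unchanged genes; the share was 66.6% in upregulated and 69.8% in unchanged genes here. For downregulated genes it reports no increased occurrence of 5-mers and then speaks of a slight increase. Of the downregulated genes, 57.3% held one here.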

Other observations

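The other ways to part the libraries, the genes around *Zfp36l2* and the pancreatic genes were tests chosen only after the results were seen; the fits with sex and with 3′UTR length and the marker lists were set before the data were examined, and their use as tests of explanations came after.

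Chance was examined by parting the libraries in other ways. Of 35 ways to part the 8 spleens into 4 and 4, only the real 1 gave as many genes called by edgeR as the 1016 found, so chance is excluded for the spleen. For the ovary, 1 of 10 ways into 3 and 3 gave as many, the real one, and 10 ways cannot exclude chance, since the share is never under 0.1.

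The groups differ in sex. Of the 1016 spleen genes called, 887 were still called with sex as a covariate, which argues against sex as the cause of most of them. DNA of another strain around the deleted gene was argued against by the genes within 10 Mb of *Zfp36l2* on chromosome 17: 4.9% of 81 were called and 6.0% elsewhere (Fisher's exact test, two-sided, p = 1.0).

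Genes of pancreatic enzymes were lower in L2-fKO spleens, which the paper does not report. Of 28 acinar genes, 10 were tested and 8 were called down; in the authors' table 22 were called down. Their summed CPM was 717, 206, 40.8 and 599 in the 4 wild-type spleens and 36.2, 36.0, 52.1 and 30.9 in the 4 L2-fKO spleens. A candidate explanation is pancreas tissue in the wild-type samples in different amounts. It was tested on the 24 genes not seen before the list was written, whose order of the wild-type spleens was shared with a Kendall's W of 0.862, against 0.114 at the 95th percentile of shuffled orders. *Pnlip* and *Amy2a5*, also on the list, were near 0 in each spleen library, at 0.05 and 0.07 CPM at most. Their level in the pancreas of pups was not measured here, so they cannot decide for or against pancreas tissue. Genes of pancreatic hormones had 99 counts in wild-type spleen 1 and 0 to 6 in the others. *Cela1* was at 28.4 to 83.1 CPM in each library, so part of the list is expressed without pancreas tissue. An effect of the deletion cannot be told apart from this: wild-type spleen 3, at 40.8, is at the level of the L2-fKO spleens, but this is 1 library.

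The larger share of upregulated than downregulated genes with over 10 GAAA may follow from their longer 3′UTRs, since the odds ratio was 0.994 with length in the model. The smaller share of downregulated genes with a 5-mer may too, at 0.807. Longer 3′UTRs were argued against for several 7-mers among upregulated genes, since the odds ratio was 1.837 with length in the model. Reads of the 3′UTR isoform in use were not analysed here.

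Whether fewer erythroid transcripts are a source of the genes called down cannot be told from the marker list. The paper's comparison used genes expressed in cells of the erythrocyte lineage, which were not analysed here. As a list, the erythroid markers did not fall beyond the limit of a call. Of 27 erythroid genes, 18 were higher in L2-fKO and 9 lower, with a median log2 fold change of 0.149. *Car1* (-2.07) was the 1 gene called down. The list had a mean log2 CPM of 9.83 ± 0.16 (SD, n = 4) in wild type. In L2-fKO it was 9.89 ± 0.47 (SD, n = 4), with 9.24 in the lowest library. A smaller fall and erythroid genes outside the list stay open. Fewer megakaryocytes may be a source, since 17 of 17 megakaryocyte genes were lower. A lower expression in each megakaryocyte cannot be told apart from this, since libraries of whole spleen give 1 value for both, and the median log2 fold change of -4.153 follows from either.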
